# Temporal dynamics of gene and protein signatures following volumetric muscle loss

**DOI:** 10.3389/fcell.2025.1606609

**Published:** 2025-07-03

**Authors:** Ishita Jain, Beu P. Oropeza, Caroline Hu, Gladys Chiang, Sree Aravindan, Renato Reyes, Daniel Yuhang Li, Paul Cheng, Ngan F. Huang

**Keywords:** volumetric muscle loss (VML), RNA sequencing, proteomics, gene signature, muscle regeneration

## Abstract

**Introduction:**

Volumetric muscle loss (VML) is characterized by permanent tissue impairment resulting from critically-sized muscle loss. We performed time-series transcriptomic and proteomic analyses to reveal key mediators of irreversible pathological remodeling after induction of VML in mice.

**Methods:**

The dynamics of gene and protein expression patterns were analyzed for up to 3 weeks after muscle injury.

**Results:**

RNA Sequencing revealed transcriptional patterns that show rapid upregulation or downregulation shortly after injury, among which a subset of genes failed to return to pre-injury levels within 3 weeks after VML. Time-series analysis revealed gene clusters with sustained upregulation after 3 weeks, including those associated with extracellular matrix remodeling and inflammation, whereas the gene clusters having sustained downregulation were associated with mitochondrial function and metabolism. We further identified *SPI1* and *SP1* as novel molecular mediators of the pathological remodeling process.

**Discussion:**

This work demonstrates the utility of time-series analysis to reveal dysregulated pathways in the setting of VML.

## Introduction

Volumetric muscle loss (VML) is characterized by the irreversible loss of muscle function due to the traumatic loss of a critically sized volume of muscle tissue, leading to life-long disability and cosmetic deformities (Garg et al., 2015). The incidence of VML resulting from military interventions or civilian accidents is rising (Owens et al., 2008). Standard surgical treatment of VML using muscle flap transfer or tissue debridement results in donor site morbidity or functional deficiency (Lin et al., 2007; Klinkenberg et al., 2013). Other potential treatments under experimental investigation include cell, biomaterials, and/or gene therapies, often in conjunction with rehabilitation (Lin et al., 2004; Sicari et al., 2014; Quarta et al., 2017; Nakayama et al., 2018; Rao et al., 2018; Nakayama et al., 2019; Chan et al., 2023). However, efforts to develop effective therapeutics to treat VML are hampered by the incomplete mechanistic understanding underlying pathological remodeling after VML.

Small-sized muscle injuries can reversibly recover with time, but those exceeding a critical size result in permanent muscle impairment, thereby suggesting the dysregulation of intrinsic muscle healing processes associated with large defects (Westman et al., 2021). Multi-omics approaches, including transcriptomics and proteomics, have emerged as powerful tools for unraveling the molecular intricacies of injuries, such as VML (Westman et al., 2021; Na et al., 2023; Liu et al., 2024a; Liu et al., 2024b; Sanches et al., 2024). Here, we studied the dynamic temporal changes in gene and protein expression patterns driving impaired VML recovery that would be otherwise overlooked using conventional differential expression analytical methods (Howard et al., 2020; Wang and Zhou, 2022; Careccia et al., 2023). Temporal expression pattern analysis has been applied in other settings, such as tissue development and disease progression over time, leading to a new fundamental understanding of dynamics pathways involved in biological processes and drug targets (Calvano et al., 2005; Androulakis et al., 2007). However, temporal expression pattern analysis has yet to be applied to studying tissue remodeling after VML.

Here, we performed time-series analyses of transcriptomic and proteomic changes associated with VML in a mouse model, focusing on the dynamics of gene and protein expression patterns for up to 3 weeks after muscle injury. We identified signaling pathways associated with temporal expression patterns that fail to restore to pre-injury levels within 3 weeks after VML, including genes with sustained upregulation or downregulation. Using temporal expression analysis, we identified *SP1* as a novel molecular mediator of dysregulated muscle recovery after VML and elucidated pro-inflammatory and extracellular matrix (ECM) remodeling pathways mediating the remodeling process. These insights pave the way for the future development of new targets that promote muscle regeneration and functional recovery of traumatically injured muscle.

## Materials and methods

### Mouse VML model

We utilized a well-established mouse partial-thickness VML model, in which 40% of the tibialis anterior muscle in C57BL/6 (8-week-old male) mice was bilaterally excised, based on our previous work (Quarta et al., 2017; Nakayama et al., 2019). At time points of 3, 7, 14, and 21 days after the induction of VML, the tibialis anterior muscles were explanted for protein and RNA extraction (*n* = 5–6 samples per time point). All animal studies were performed with the approval of the Institutional Animal Care and Use Committee of the Veterans Affairs Palo Alto Healthcare System.

### RNA extraction and bulk RNA sequencing

Explanted muscle samples were stabilized in RNAlater (Invitrogen) at −80°C prior to RNA extraction. Tissues were mechanically homogenized in Trizol following routine RNA isolation methods. In brief, the lysed tissues were treated with chloroform, allowing for a biphasic separation of the RNA content, followed by RNA precipitation in isopropyl alcohol. The purified RNA was then resuspended in RNAase-free water. Bulk RNA sequencing was performed by Novogene Corporation, in which messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. cDNA was synthesized, followed by non-directional library preparation for sequencing on a Novaseq 6000 instrument. Raw data (raw reads) of fastq format were filtered based on quality metrics relating to adapter content, poly-N reads, and low-quality reads. All the downstream analyses were based on clean, high-quality data. The reads were aligned to a reference genome using Hisat v2.0.5. FeatureCounts v1.5.0-p3 was used to count the reads mapped to each gene. The FPKM (fragments per kilobase of transcript per million mapped reads) of each gene was calculated based on the length of the gene and the reads count mapped to this gene.

### RNA sequencing analysis

The samples reflecting different time points were time-aligned for a better structure of the count data. The FPKM (Fragments Per Kilobase of exon per Million) counts were normalized and then log transformed. Linear modeling as a function of time was performed using the limma package in R. Pairwise comparisons were performed for all time points. The differentially expressed genes for pairwise combinations were consolidated in a single file with all the raw counts. These raw expression values of the differentially expressed genes were entered into the Mfuzzy package for time-series analysis (Hathaway and Bezdek, 1985; Kumar and Futschik, 2007; Oh and Li, 2021). The number of clusters was based on the different behaviors observed and the ease of separation of biological relevance. For each time cluster, a core-cluster gene list was obtained for further analysis based on the enrichment of each gene in each cluster, ensuring only the genes that followed the temporal cluster pattern were chosen for further analysis. Using this gene list, gene enrichment analysis was performed using the EnrichR website. The enrichment p-values and odds ratio were quantified, and RStudio was used to generate plots (ggplot2). The core-cluster genes were also used as input in the NetworkAnalyst website to construct transcription factor (TF)-gene networks. Statistical analysis was performed by the limma package in R that uses Benjamini–Hochberg correction to calculate the adjusted P value for each comparison. Statistical significance was accepted at P < 0.05. The VML signature was obtained by comparing our data to existing datasets for clinical (PRJNA491748) and mouse toxin-induced injury (GSE138826), respectively. For the clinical dataset, the differentially expressed genes (DEGs) for the analysis of heathy compared to patients with critical illness myopathy were compared to the DEGs for day 21 VML injury versus no injury control groups. For the mouse toxin injury data, DEGs were obtained for Day 21 post toxin injury versus healthy control and compared to our day 21 post VML versus no injury control groups.

### Protein extraction and proteomic analysis

Tissue samples were homogenized in a solution consisting of RIPA lysis buffer (Thermo Fisher Scientific) with protease inhibitors, incubated on ice, and then centrifuged to separate tissue components. Total protein concentration was measured using a Bicinchoninic acid protein assay (Thermo Fisher Scientific). RayBiotech Corporation performed a mouse proteomic panel of 32 cytokines (AAM-CYT-G2). In brief, equally loaded protein lysates were incubated onto membranes, followed by incubation of the membranes with a biotinylated detection antibody cocktail, followed by horse radish peroxidase-conjugated streptavidin. The cytokine arrays were imaged for chemiluminescence intensity, followed by quantification by densitometry. Proteins that exhibited sustained upregulation or sustained downregulation were fed into the STRING database to understand protein interactions. Statistical analysis was performed by repeated measures ANOVA with Tukey *post hoc* testing. Statistical significance was accepted at P < 0.05.

### Quantitative PCR (qPCR)

To perform gene expression analysis, total RNA underwent reverse transcription using the First Strand cDNA synthesis protocol based on the manufacturer’s instructions (Invitrogen). The primers used to qPCR consisted of Nmrk, Pfkfb3, Bdh1, Sln, Chrna1, Krt18, and GAPDH (Applied Biosystems, Foster City, CA). The qPCR was performed on the QuantStudio Real-Time PCR system (Fisher Scientific) for 40 cycles. The ΔΔCt method of analysis was performed, normalized to GAPDH, and then expressed as relative normalized fold change (*n* = 4–5) (Huang et al., 2010). Statistical analysis of two groups was performed by an unpaired t-test. Statistical significance was accepted at P < 0.05.

### Tissue histology

Mouse tibialis anterior muscle was collected from healthy (no injury control) mice or 21 days after induction of VML. Tissue cross-sections underwent immunofluorescence staining for SP1 antibody (Abcam). For each animal, four images were acquired by a Keyence fluorescence microscope (BZ-X710) and then quantified using ImageJ software for mean intensity (*n* = 6). Statistical analysis of two groups was performed by an unpaired t-test. Statistical significance was accepted at P < 0.05.

## Results

### Transcriptomics analysis reveals gene clusters with distinct patterns of temporal expression

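The tibialis anterior muscles compared here came from mice without injury and from mice at 3, 7, 14 and 21 days after VML, in which part of the muscle is excised. The 27 samples comprised 5 without injury, 5 at day 3, 6 at day 7, 6 at day 14 and 5 at day 21. The paper's methods describe a bilateral excision, whereas the public record of the data calls the excision unilateral, and the sample labels do not settle which of these applies. The labels do not name the mouse either. Whether any samples share a mouse is thus unknown, and the tests here treat samples as independent. For 54532 mouse genes, the authors deposited FPKM (fragments per kilobase of gene, scaled by the number of mapped reads), made from reads aligned with Hisat and counted with FeatureCounts. FPKM multiplied by gene length gave whole numbers of reads in every sample, which totalled 14376395 to 24436763 per sample with a median of 17398586. The denominator for the number of reads held in the FPKM was 0.747 to 1.48 times the sample's own total of reads, so the deposited values already carry a scaling between samples that the paper's text does not name. FPKM was transformed to log2(FPKM + 1). The 14630 genes with an FPKM of at least 0.5 in at least 5 samples were tested against the muscles without injury with limma, in one fit of all 27 samples and with two-sided tests. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. Group values are means of FPKM ± SD, and a log2 fold change is the difference between the group means of log2(FPKM + 1). Genes carry the mouse symbols and Ensembl identifiers of the deposited table, and their positions refer to GRCm38.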

Bulk RNA sequencing was performed to elucidate the temporal dynamics of transcriptomics changes in the tibialis anterior muscle samples at time points up to 3 weeks following VML in a mouse model. 

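The first principal component of log2(FPKM + 1) held 41.4% of the variance among the 27 samples and the second held 12.003%. On the first component, the 5 muscles without injury lay between -48.0 and -43.4, and the 5 muscles of day 3 lay between 27.0 and 75.7. Day 7 ranged from -22.3 to 72.4, day 14 from -18.5 to 10.2 and day 21 from -25.4 to -15.2, so all injured samples lay on one side of the uninjured ones. The mean Pearson correlation of a sample with the rest of its group, taken across genes, which are not independent replicates, was 0.976 to 0.980 without injury and 0.905 to 0.947 at day 7. Of the 27 samples, 9 were nearer to the centroid of another group than to that of the other samples of their own group. These were 1 sample of day 3, 3 of day 7, 3 of day 14 and 2 of day 21, and day 3 replicate 5 and day 7 replicate 5 each lay nearest to the other's group.

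**Figure D1:**
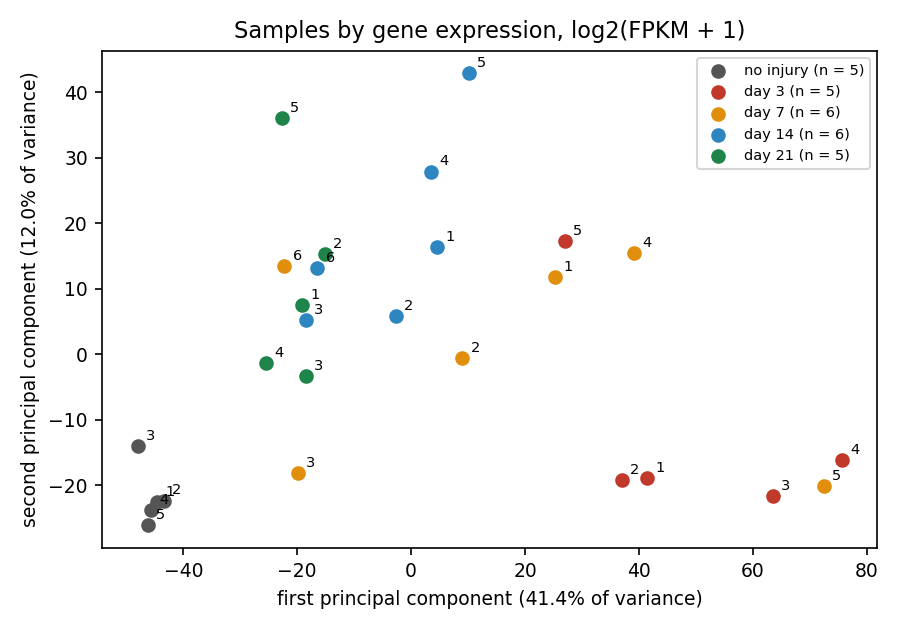
First and second principal components of log2(FPKM + 1) over the tested genes, one point per sample and one colour per group. The first component holds 41.4% of the variance and the second 12.003%, and the 5 muscles without injury lie between -48.0 and -43.4 on the first.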

The VML samples were compared to non-injured (healthy control) tibialis anterior muscle tissue as a basis for comparison. We identified approximately 2,500 genes that were differentially expressed at least at two time points. 

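Against the muscles without injury, 6316 of the tested genes were differentially expressed at day 3, of which 3417 were higher and 2899 lower. At day 7 the count was 4296 (2189 higher and 2107 lower), at day 14 it was 2969 (1320 higher and 1649 lower), and at day 21 it was 502 (255 higher and 247 lower). At day 21, 2898 genes had an unadjusted p under 0.05. All groups share an estimate of spread per gene in this fit, and 1477 genes were called at day 21 with only the 2 groups compared. A gene not called at day 21 was therefore not shown to be unchanged. In total 4321 genes were differentially expressed at 2 or more time points, and 798 of these changed by more than 2.2-fold at 2 or more of them. The count at day 21 moved the most among the alternatives, to 72 genes with FPKM rescaled to a common sum per sample and to 2471 genes with sample quality weights, which were chosen after seeing the data. Of the 81 tested genes that the paper names or that encode a cytokine on its panel, 67 passed at day 3, 68 at day 7, 45 at day 14 and 23 at day 21. With the adjustment made over these 81 genes alone, 70, 70, 58 and 37 passed. The paper named many of them for their changes in these same samples, so this narrower adjustment gives no independent evidence.

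**Figure D2:**
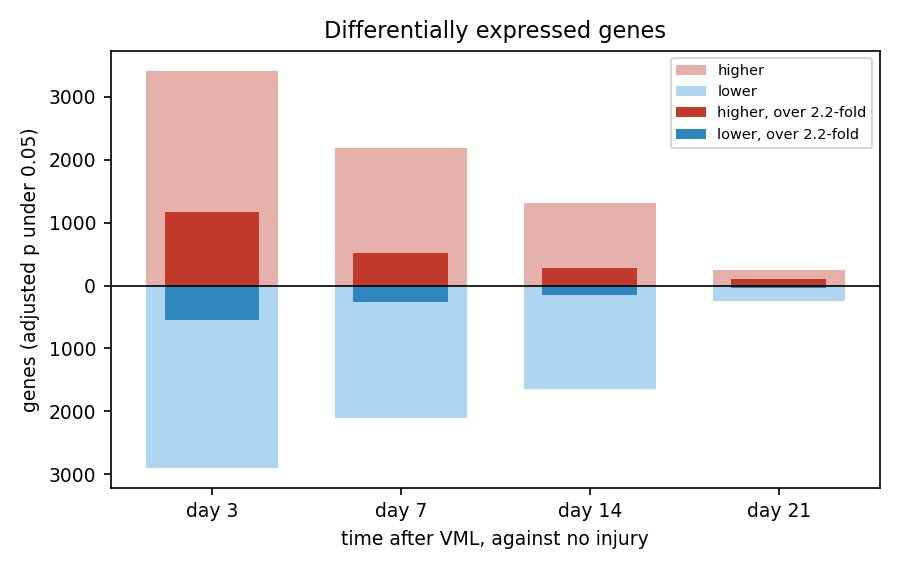
Number of genes with an adjusted p under 0.05 against the muscles without injury at each time point, counted upwards for higher and downwards for lower expression. The bars reach 3417 higher and 2899 lower genes at day 3, and 255 higher and 247 lower genes at day 21.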

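The 798 genes were grouped by fuzzy c-means clustering, the algorithm that Mfuzz wraps, into 13 clusters of log2(FPKM + 1) standardized per gene over the 27 samples. A cluster was counted as rising early when its centre was at least 1 SD higher at day 3 than without injury. By this measure 7 clusters rose early, with rises of 1.62 to 2.55 SD. They held 498 genes, 493 of them with a membership of at least 0.5. At day 21 the centres of these 7 clusters were still 0.393 to 1.75 SD above the muscles without injury. Genes called higher at day 3 and called higher by more than 2.2-fold at day 21 numbered 78, and 68 of them fell in the 7 clusters. A division into 16 clusters gave 8 early rises, and one into 10 clusters gave 5.

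**Figure D3:**
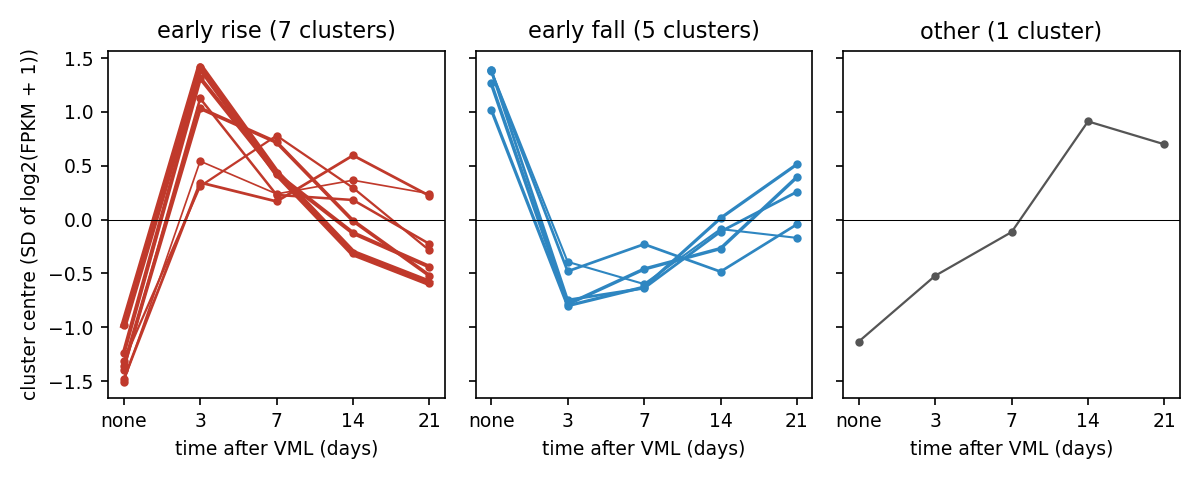
Centres of the 13 clusters at each time point, in SD of each gene's standardized log2(FPKM + 1), with lines drawn wider for clusters of more genes. Clusters rise early (7), fall early (5) or do neither (1).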

Time series analysis of genes showing differential expression at least at two time points revealed a total of 13 temporal clusters (Figure 1), in which 5 clusters were associated with rapid upregulation immediately after injury, and a subset of those (in red) remained upregulated by >2.2 fold change after 21 days. Based on gene ontology analysis, the clusters with rapid upregulation were categorized as ECM Remodeling, Inflammation, Neuromuscular Junction, Cell Adhesion, and Innate Immunity (Figure 1A). In contrast, 3 gene clusters shared a similar pattern of rapid downregulated soon after injury, where a subset of those remained downregulated by >2.2 fold-change for 21 days. These clusters showing downregulation were categorized as Mitochondrial Function, Mitochondrial Respiration/Oxidation, and Muscle Development (Figure 1B). 

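Over-representation was tested with one-sided Fisher's exact tests of 12 Reactome sets, against the tested genes with an Entrez identifier, and adjusted over all 13 clusters. This comparison was chosen after the clusters were seen. Extracellular matrix organization (183 tested genes) was over-represented in 4 of the clusters that rose early, with 24 genes in the cluster of Col1a1 (exact p = 2.22e-26, adjusted p = 1.16e-24). Innate Immune System (421 tested genes) was over-represented in the cluster of Spi1 alone, with 21 genes (exact p = 1.52e-07, adjusted p = 2.96e-06). The acetylcholine receptor genes Chrna1 and Chrnd and the gene Myod1 fell in a cluster of 51 genes whose centre was 1.83 SD higher at day 3 and 1.70 SD higher at day 21 than without injury. Of these 51 genes, 33 were called higher at day 3 and by more than 2.2-fold at day 21. Ncam1, a cell adhesion gene, fell in a cluster of 43 genes.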

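Of the 13 clusters, 5 had a centre at least 1 SD lower at day 3 than without injury, and these held 267 genes, 259 of them with a membership of at least 0.5. The changes of their centres at day 3 ranged from -2.13 to -1.78 SD, and those at day 21 from -1.55 to -0.51 SD. Genes called lower at day 3 and called lower by more than 2.2-fold at day 21 numbered 29, of which 28 fell in these clusters. They were spread unevenly, with 13 in the cluster of Bdh1, Nmrk2 and Pfkfb3 and 10 in a cluster of 49 genes. With all 4321 genes in place of the 798, 7 clusters fell early, and with a pseudocount of 0.1 in place of 1 there were 4.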

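Respiratory electron transport, a Reactome set with 80 tested genes, had 19 genes in the cluster of Ndufa12 (65 genes; one-sided Fisher's exact test, p = 3.21e-30, adjusted p = 2.50e-28). Its 19 genes were part of the 22 genes that the cluster shared with the citric acid cycle and respiratory electron transport (136 tested genes, exact p = 4.38e-31, adjusted p = 6.83e-29). A cluster of 52 genes with Mdh1, Mdh2, Vegfb and Mlycd held 8 genes of the latter set (exact p = 3.76e-08, adjusted p = 8.39e-07) and 4 of fatty acid, triacylglycerol, and ketone body metabolism (exact p = 2.08e-04, adjusted p = 0.00357). The centre of the cluster of Ndufa12 differed from the muscles without injury by -1.82 SD at day 3 and by -0.51 SD at day 21.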

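A single cluster of 33 genes moved by less than 1 SD between the muscles without injury and day 3. Its centre stood at -1.13 SD without injury, -0.52 SD at day 3, -0.12 SD at day 7, 0.91 SD at day 14 and 0.70 SD at day 21. Among its genes were Sln, Krt18, Krt8, Per1 and Per2, and 10 of the 33 were called higher at day 3 and higher by more than 2.2-fold at day 21. With 10 or 16 clusters, 1 cluster again moved by less than 1 SD.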

Five additional gene clusters had non-uniform gene expression patterns, comprising mixed patterns of temporal gene upregulation and downregulation. These clusters were assigned as RAS Pathway; Ribosomal Proteins, Smooth Muscle Contractions; M Phase Genes; and Heparin Sulfate/Glycosaminoglycan (GAG) Synthesis (Figure 1C).

**FIGURE 1:**
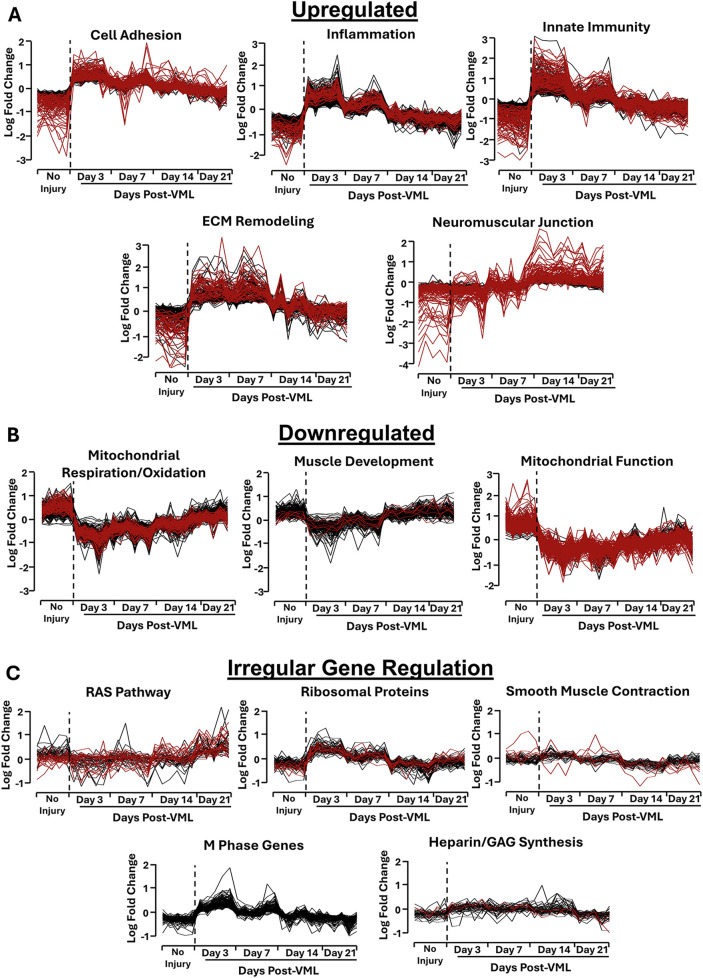
Temporal clusters identified from transcriptomics profiling of tibialis anterior muscle tissue samples after VML injury using time-series analysis. **(A,B)** Gene clusters that represent upregulation **(A)** or downregulation **(B)** after injury. **(C)** Gene clusters that exhibit irregular temporal expression patterns following VML. Data generated using Mfuzzy package in R. The black lines within each line plot denote genes that were differentially expressed at one or more time points. The red lines indicate genes that showed sustained upregulation after 21 days, compared to the control (non-injured) samples (P < 0.05).

### ECM remodeling cluster shows sustained upregulated expression and cell cycle transcription factor-gene networks

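Col1a1 (ENSMUSG00000001506) lies on chromosome 11 from 94936224 to 94953042 and encodes a chain of collagen I. Its FPKM was 23.7 ± 10.1 (SD, n = 5) without injury and 297 ± 68.8 (SD, n = 5) at day 3, a log2 fold change of 3.66 (standard error 0.39, adjusted p = 2.72e-07) and a 12.6-fold change. Fn1 (ENSMUSG00000026193), which lies on chromosome 1 from 71585520 to 71653200 and encodes fibronectin, rose from 3.02 ± 1.11 to 30.9 ± 8.95, a log2 fold change of 2.99 (standard error 0.29, adjusted p = 9.14e-08). The matrix metalloprotease gene Mmp14 (ENSMUSG00000000957, chromosome 14 from 54431612 to 54445364) rose from 4.46 ± 0.732 to 30.5 ± 7.13, a log2 fold change of 2.51 (standard error 0.30, adjusted p = 8.71e-07). Each of the 3 genes was higher in all 5 samples of day 3 than in every sample without injury (exact permutation test, two-sided, p = 0.00794, the smallest that 5 samples against 5 allow). Their fold changes were 7.93 for Fn1 and 5.70 for Mmp14. Rescaling FPKM to a common sum per sample moved these values the most, to a log2 fold change of 4.50 for Col1a1.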

The ECM remodeling cluster, which included genes like *COLL1A1*, *FN1*, and *MMP14*, showed sharp gene upregulation after VML injury (>14-fold change at day 3, compared to day 0). A progressive decline followed this in expression levels, in which a subset did not normalize to pre-injury levels after 21 days (Figures 1A, 2A). 

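The log2 fold change of Col1a1 was 3.54 at day 7 and 2.50 at day 14, and that of Mmp14 was 2.14 and 1.46. Fn1 was slightly higher at day 7 (3.21) than at day 3 and stood at 1.86 at day 14. The cluster that held all 3 genes comprised 81 genes, and its centre was 2.40 SD above the muscles without injury at day 3 and 0.84 SD above them at day 21. Of the 81 genes, 7 were called higher at day 3 and by more than 2.2-fold at day 21. Among all 3417 genes called higher at day 3, 3011 (88.1%) still had a higher mean at day 21, and 179 were still called higher.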

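At day 21, the FPKM of Col1a1 was 63.1 ± 15.2 (SD, n = 5), a log2 fold change of 1.44 (standard error 0.39, adjusted p = 0.0392). Mmp14 reached 10.7 ± 1.87 (SD, n = 5), a log2 fold change of 1.09 (standard error 0.30, adjusted p = 0.0392). With each sample left out in turn, the log2 fold change of Col1a1 stayed between 1.25 and 1.61 and that of Mmp14 between 1.01 and 1.18, but their adjusted p ranged up to 0.0940 and 0.103. Neither gene was called without the filter on low values, with quantile normalization or with FPKM rescaled to a common sum. Fn1 had an FPKM of 6.64 ± 1.83 (SD, n = 5) and a log2 fold change of 0.93 (standard error 0.29, adjusted p = 0.0713), and was not called, although it was with a pseudocount of 0.1. Timp2 (ENSMUSG00000017466, chromosome 11 from 118301069 to 118355740), which encodes an inhibitor of metalloproteases, went from 20.3 ± 2.23 without injury to 65.6 ± 12.96 at day 3 and 29.2 ± 1.61 at day 21. Its log2 fold change at day 21 was 0.50 (standard error 0.25, adjusted p = 0.258), not called, and became a call with only the 2 groups compared in the fit. Each of the 4 genes was higher in all 5 samples of day 21 than in every sample without injury (exact permutation test, two-sided, p = 0.00794).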

Some key genes that remained upregulated on day 21 within this cluster included ECMs associated with fibrosis, such as *COL1A1* and *FN1*, and ECM remodeling genes, such as *TIMP2* and *MMP14*. 

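Of the 32 tested collagen genes, 17 were called higher at day 3, 20 at day 7, 17 at day 14 and 4 at day 21, and no collagen gene was called lower. The 4 genes called at day 21, which were chosen after their values were seen, were Col1a1, Col1a2, Col3a1 and Col13a1, against 251 of the 14598 other tested genes (two-sided Fisher's exact test, p = 0.00221). An unadjusted p under 0.05 was found for 13 of the 32 at day 21. The mean over the family was 0.51 higher at day 21 on the log2 scale, with all 5 samples above those without injury (exact permutation test, two-sided, p = 0.00794). The number called at day 21 moved the most with only the 2 groups compared in the fit, to 14, and it was 0 with quantile normalization and with FPKM rescaled to a common sum. Col1a2 (ENSMUSG00000029661, chromosome 6 from 4504814 to 4541544) and Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) had log2 fold changes of 2.83 (standard error 0.32, adjusted p = 5.37e-07) and 3.16 (standard error 0.38, adjusted p = 1.24e-06) at day 3. Col4a2 (ENSMUSG00000031503, chromosome 8 from 11312805 to 11449287) had an FPKM of 32.7 ± 4.17 without injury, 41.5 ± 16.7 at day 3, 57.5 ± 21.6 at day 14 and 41.3 ± 4.79 at day 21. Its log2 fold change was 0.27 (adjusted p = 0.466) at day 3, 0.73 (adjusted p = 0.0581) at day 14 and 0.33 (adjusted p = 0.554) at day 21. Day 3 replicate 5 held the highest value of Col4a2 at day 3 by a wide margin, and it was also the highest for Col24a1 (ENSMUSG00000028197, chromosome 3 from 145292472 to 145552011). The log2 fold change of Col24a1 was -0.14 (adjusted p = 0.699) at day 3, 0.43 (adjusted p = 0.218) at day 14 and 0.88 (adjusted p = 0.0550) at day 21, and the value at day 3 turned positive with FPKM rescaled to a common sum (0.066).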

Although 15 collagen genes within the cluster shared the temporal pattern of having a sharp upregulation after VML injury, *COL4A2* and *COL24A1* were notably not upregulated until day 14 and remained elevated until day 21 (Figure 2B). This finding is consistent with collagen IV being associated with elevated levels in VML and contributes to fibrotic scar content (Hoffman et al., 2022). The overall identity of this cluster was identified using Gene Ontology, where the gene sets included Collagen Fibril Organization (P = 3.84 × 10^−20^), Extracellular Matrix Organization (P = 5.81 × 10^−21^), and Extracellular Structure Organization (P = 2.97 × 10^−15^) (Figure 2C). 

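Gene Ontology terms were not analysed here. Among 12 Reactome sets tested in the 75 sustained higher and the 26 sustained lower genes with an Entrez identifier (24 one-sided Fisher's exact tests), 3 passed an adjusted p of 0.05, all in the sustained higher genes. Extracellular matrix organization held 8 of them (Col1a1, Col1a2, Col3a1, Comp, Eln, Mfap2, Ncam1 and Timp1; exact p = 6.46e-06, adjusted p = 1.55e-04). Collagen biosynthesis and modifying enzymes (44 tested genes, exact test, adjusted p = 0.0209) and collagen formation (51 tested genes, adjusted p = 0.0213) each held the same 3 collagen genes. The number of sets that passed was 1 without the filter on low values and 5 with the replicate number as a block. At day 3, 106 of the 183 tested genes of extracellular matrix organization were called higher and 11 lower, and at day 21 there were 12 and 1.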

Among the ECM-related genes, *SP1* is a transcription factor that is involved in ECM remodeling and drives fibrosis (Feng et al., 2023). Since the role of *SP1* in the VML is largely unknown, we performed immunofluorescence analysis of SP1 protein expression, showing that SP1 is significantly more abundant after 21 days after VML, compared to healthy no-injury controls (**P < 0.01, Figures 2D,E). Furthermore, DEGs representing the ECM cluster were further verified by qPCR. For example, the differentially upregulated cytoskeletal gene, *KRT18* (Keratin 18, P < 0.0001), was reflected by a >200-fold upregulation after 21 days based on qPCR, compared to the no-injury control group (*P < 0.05, Figure 2F). 

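In the sequenced muscles, the FPKM of Krt18 (ENSMUSG00000023043, chromosome 15 from 102028180 to 102032027) was 0.185 ± 0.0985 (SD, n = 5) without injury and 100.1 ± 55.4 (SD, n = 5) at day 21. The log2 fold change was 6.11 (standard error 1.04, adjusted p = 0.00349), and all 5 samples of day 21 were above every sample without injury (exact permutation test, two-sided, p = 0.00794). At day 3 the FPKM was 9.48 ± 3.40, and the log2 fold change was 3.09. The ratio of the group means of FPKM, without a pseudocount, moved the log2 fold change at day 21 the most, to 9.08, and with voom weights, chosen after seeing the data, the gene was no longer called.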

Together, these findings suggest sustained fibrosis and ECM remodeling in the VML injury after 21 days, which is consistent with previous reports (Crum et al., 2022).

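Sparc (ENSMUSG00000018593, chromosome 11 from 55394500 to 55423183), a matrix protein gene in the same cluster as Col1a1, had a log2 fold change of 1.61 (standard error 0.20, adjusted p = 2.32e-06) at day 3 and 0.66 (standard error 0.20, adjusted p = 0.0670) at day 21. Timp1 (ENSMUSG00000001131, chromosome X from 20870166 to 20874735) had 4.46 (standard error 0.44, adjusted p = 1.18e-07) at day 3 and 1.61 (standard error 0.44, adjusted p = 0.0411) at day 21. From the rapid rise of the matrix genes after injury, the part of it that remained at day 21, and its protein and qPCR measurements, the paper proposes sustained fibrosis and ECM remodeling in the injured muscle.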

**FIGURE 2:**
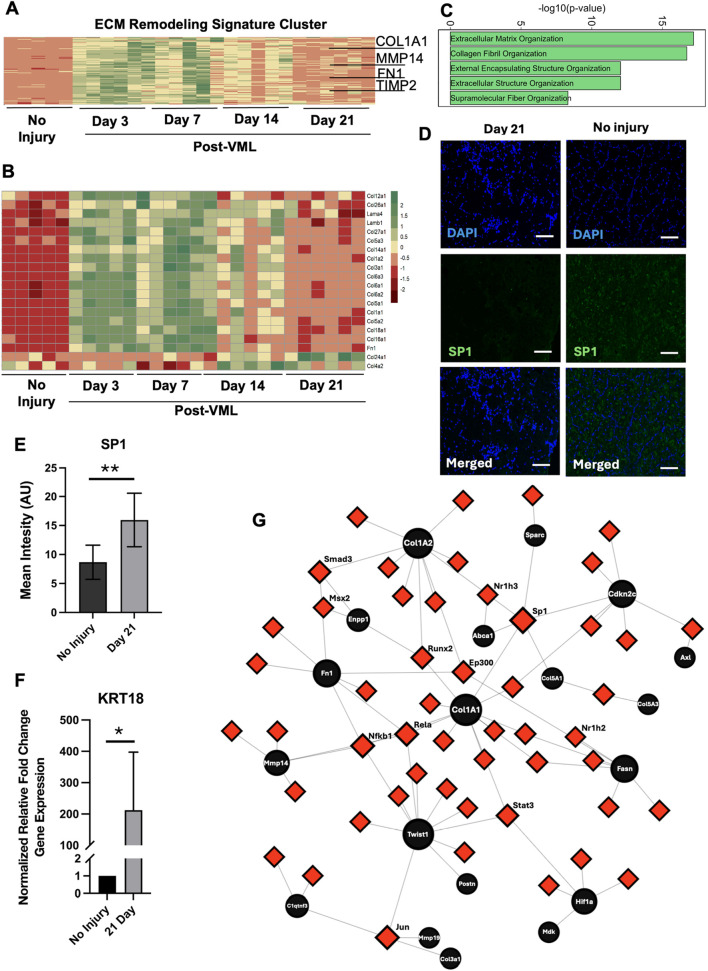
ECM remodeling cluster shows sustained upregulated expression and cell cycle transcription factor-gene networks. **(A)** Heatmap of all genes belonging to the ECM remodeling cluster. **(B)** Heatmap of all ECMs found to be differentially expressed. **(C)** Gene enrichment bar plot of genes in the ECM remodeling cluster. **(D)** Immunofluorescence staining of SP1 in the area of VML after 21 days, compared to no injury control muscle samples. **(E)** Quantification of SP1 mean fluorescence intensity in arbitrary units (AU, *n* = 6, **P < 0.01) **(F)** qPCR gene expression validation of *KRT18* (*P < 0.05, *n* = 4–5). **(G)** Gene-Transcription factor networks of genes (black circles) in the ECM remodeling cluster and their connection with any known transcription factors. Scale bar: 100 µm.

To further explore the mechanistic interactions of the gene pattern, we identified key transcription factors mediating the process using NetworkAnalyst to create transcription factor-gene networks. This analysis revealed that *COL1A1*, which had a 5.6-fold change on day 21 vs. control), was one the most connected nodes (black circles) in the network and was regulated by many transcription factors (red squares) such as *SP1* (Figure 2G). 

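The fold change of Col1a1 at day 21, from the group means of log2(FPKM + 1), was 2.70, and between 2.38 and 3.32 over the alternatives, each sample left out in turn included. The transcription factor networks were not analysed here.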

The closest neighbors of *COL1A1* were *CDKN2C* and *TWIST1*, both of which were upregulated with >3-fold change on day 3, compared to day 0. 

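Cdkn2c (ENSMUSG00000028551, chromosome 4 from 109660876 to 109667189) had an FPKM of 2.10 ± 0.420 without injury and 5.87 ± 1.63 at day 3, a log2 fold change of 1.13 (standard error 0.17, adjusted p = 1.58e-05). Twist1 (ENSMUSG00000035799, chromosome 12 from 33957671 to 33959829) had 1.73 ± 0.778 and 3.93 ± 0.586, a log2 fold change of 0.89 (standard error 0.21, adjusted p = 0.00156). By day 21 the log2 fold changes were 0.089 (adjusted p = 0.810) for Cdkn2c, with a range of -0.00050 to 0.17 when each sample was left out in turn, and -0.18 (adjusted p = 0.689) for Twist1.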

Since *CDKN2C* is a negative regulator of cell proliferation, its close distance to *COL1A1* suggests a potential role of ECM remodeling-mediated cell cycle regulation (Leone et al., 2008). Furthermore, *TWIST1* is a transcription factor generally found in skeletal muscle that triggers muscle atrophy (Parajuli et al., 2018), so the increased expression of ECM-related genes may be indicative of muscle atrophy, which often accompanies VML (Greising et al., 2017). Together, these findings based on genes with a sustained upregulation suggest potentially meaningful dynamic interactions among ECM remodeling, cell cycle modulation, and atrophy genes that limit muscle repair and regeneration after VML.

### Inflammatory signaling cluster shows sustained upregulated expression and *SPI1* transcription factor-gene networks

The inflammation-related genes cluster was another prominent cluster showing sustained upregulation over 21 days (Figure 1A). The temporal pattern of this gene cluster exhibited a sharp increase in gene expression after VML, followed by a stepwise reduction over time. 

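The cluster that held Spi1, Ccr2, Ccl2, Ccl7, Slc11a1, Cebpa and Sgpl1 was the largest, with 181 genes. Its centre stood at -0.98 SD without injury, 1.42 SD at day 3, 0.43 SD at day 7, -0.31 SD at day 14 and -0.59 SD at day 21. None of its genes was called both higher at day 3 and higher by more than 2.2-fold at day 21. A cluster of 93 genes with Csf2ra, Il3ra, Ncf4, Arpc1b, Dbn1 and Timp1 had a centre 2.55 SD higher at day 3 and 0.80 SD higher at day 21 than without injury, and held 5 such genes. The pseudocount of 1 shrinks the changes of genes with low FPKM, and with 0.1 the sustained higher genes numbered 233 in place of 78. Over the alternatives with a test, the log2 fold change at day 21 was 0.36 to 1.62 for Ccr2 and 0.41 to 1.62 for Slc11a1. It was 0.43 to 1.14 for Spi1 and 0.084 to 0.33 for Ccl2.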

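Ccr1 (ENSMUSG00000025804, chromosome 9 from 123962124 to 123968692) had an FPKM of 0.0991 ± 0.0860 without injury and 1.90 ± 0.802 at day 3, a log2 fold change of 1.36 (standard error 0.30, adjusted p = 7.78e-04). Ccr2 (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) rose from 0.225 ± 0.117 to 4.76 ± 2.14, a log2 fold change of 2.16 (standard error 0.29, adjusted p = 4.93e-06). The values of Ccr1 were low, with a median of 7 reads per sample, and day 7 replicate 5 lay far above the other samples of day 7 for both genes. Spi1 (ENSMUSG00000002111, chromosome 2 from 91082390 to 91115756) rose from 0.592 ± 0.255 to 21.98 ± 12.9, and Vcam1 (ENSMUSG00000027962, chromosome 3 from 116109949 to 116129688) from 0.325 ± 0.118 to 2.03 ± 0.352, a log2 fold change of 1.19 (standard error 0.17, adjusted p = 1.11e-05). At day 21 the log2 fold changes were -0.051 for Ccr1, 0.46 for Ccr2, 0.52 for Spi1 and 0.29 for Vcam1, none of them called. The value of Ccr1 at day 21 turned positive with the replicate letter as a block (0.022), and Ccr2 was called with only the 2 groups compared in the fit.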

Some of the key genes in this temporal cluster that exhibited >3-fold change increase on day 3, relative to day 0, were *CCR1*, *CCR2*, *SPI1,* and *VCAM1* (Figure 3A)*,* which are involved in cell migration and recruitment of immune cells to the injury site in the skeletal muscle (Yahiaoui et al., 2008; Choo et al., 2017; Wang et al., 2022). 

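Il3ra (ENSMUSG00000068758, chromosome 14 from 14346275 to 14356011) had an FPKM of 1.11 ± 0.399 (SD, n = 5) without injury and 2.49 ± 0.713 (SD, n = 5) at day 21, a log2 fold change of 0.72 (standard error 0.26, adjusted p = 0.112). Csf2ra (ENSMUSG00000059326, chromosome 19 from 61224402 to 61228418) had 0.994 ± 0.447 and 3.70 ± 1.40, a log2 fold change of 1.21 (standard error 0.42, adjusted p = 0.101). Sgpl1 (ENSMUSG00000020097, chromosome 10 from 61098642 to 61147703) had 1.32 ± 0.178 and 2.09 ± 0.202, a log2 fold change of 0.41 (standard error 0.30, adjusted p = 0.458). The mean of the 3 fold changes was 1.76. No gene of the 3 was called, although each was higher in all 5 samples of day 21 than in every sample without injury (exact permutation test, two-sided, p = 0.00794). With only the 2 groups compared in the fit all 3 were called, and with a pseudocount of 0.1 Il3ra and Csf2ra were.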

On day 21, genes like *IL3RA*, *CSF2RA,* and *SGPL1* remained elevated with an average 3-fold increase compared to non-injury control. Although inflammation pathways are necessary to initiate the regeneration response, chronically elevated gene expression has been shown to have adverse effects that lead to cell death or fibrosis (Larouche et al., 2018). Gene enrichment analysis using the Reactome 2022 database revealed significant enrichment in the categories of Neutrophil Degradation (37 genes in total; P < 3.5 × 10^−15^) including *SLC11a1* and *NFAM1;* and Innate Immune System (74 genes in total; P < 4.5 × 10^−14^) including *CSF3R, CCR2* (Figure 3B). 

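The Reactome set Neutrophil Degranulation was not analysed here. Of the 421 tested genes of the Innate Immune System, 161 were called higher and 63 lower at day 3, and 6 higher and 9 lower at day 21. Slc11a1 (ENSMUSG00000026177, chromosome 1 from 74375195 to 74386062) had a log2 fold change of 2.89 (standard error 0.38, adjusted p = 3.10e-06) at day 3 and 0.51 (standard error 0.38, adjusted p = 0.473) at day 21, where replicate 5 was far above the other samples. Nfam1 (ENSMUSG00000058099, chromosome 15 from 82992973 to 83033306) had 1.62 (standard error 0.28, adjusted p = 6.44e-05) at day 3 and Csf3r (ENSMUSG00000028859, chromosome 4 from 126024550 to 126044440) had 1.93 (standard error 0.38, adjusted p = 2.58e-04). At day 21 the changes of Nfam1 (0.023) and Csf3r (0.0029) were within 1 standard error of 0, and both turned negative with quantile normalization.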

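Arpc1b (ENSMUSG00000029622, chromosome 5 from 145114215 to 145130705), Dbn1 (ENSMUSG00000034675, chromosome 13 from 55473429 to 55488111) and Spc25 (ENSMUSG00000005233, chromosome 2 from 69193895 to 69206194) had log2 fold changes at day 3 of 2.55 (standard error 0.32, adjusted p = 1.93e-06), 2.46 (standard error 0.23, adjusted p = 7.50e-08) and 1.57 (standard error 0.23, adjusted p = 9.22e-06). At day 21 they had 0.62 (standard error 0.32, adjusted p = 0.282), 0.59 (standard error 0.23, adjusted p = 0.156) and 0.35 (standard error 0.23, adjusted p = 0.400), and none was called. Arpc1b and Dbn1 were called at day 21 with only the 2 groups compared in the fit. The FPKM of Arpc1b was 4.35 ± 0.454 without injury, 32.8 ± 14.8 at day 3 and 7.30 ± 1.49 at day 21.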

Intriguingly, multiple gene sets related to Rho GTPases were also significantly enriched in this cluster of 28 genes on day 21 (P < 8.7 × 10^−07^), including *ARPC1B, DBN1,* and *SPC25*). Rho GTPases are essential players by activating satellite cells (Rodriguez-Fdez and Bustelo, 2021), so their sustained upregulation suggests compensatory activation of regeneration-related pathways to counteract inflammatory processes (Figure 3B).

**FIGURE 3:**
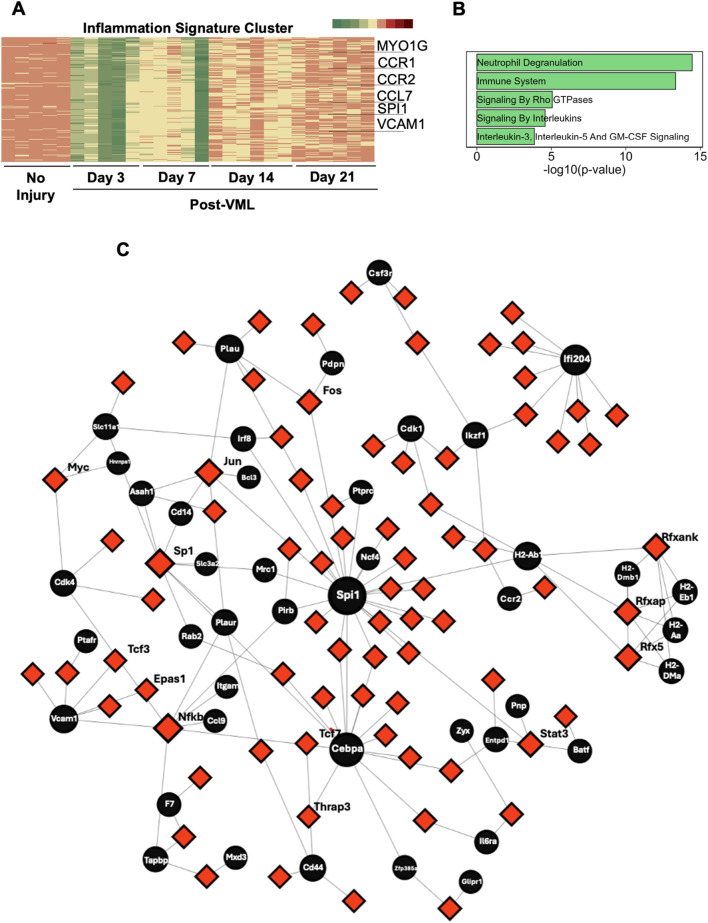
Inflammatory signaling cluster reveals gene upregulation and *Spi1* transcription factor gene networks. **(A)** Heatmap of all genes belonging to the inflammation cluster. **(B)** Gene enrichment bar plot of genes in inflammation cluster. **(C)** Gene-transcription factor networks of genes (black circles) in the inflammation cluster and their connection with any known transcription factors.

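The log2 fold change of Spi1 at day 3 was 3.66 (standard error 0.47, adjusted p = 2.69e-06), a 12.7-fold change with a pseudocount of 1, and its low FPKM without injury made it sensitive to the pseudocount. The ratio of the group means of FPKM gave a log2 fold change of 5.22. At day 7 it was 2.15 (standard error 0.45, adjusted p = 0.00139) and at day 14 1.10 (standard error 0.45, adjusted p = 0.0832). With each sample left out in turn, the value at day 3 stayed between 3.41 and 3.93. At day 21 the FPKM was 1.33 ± 0.591 (SD, n = 5), with replicate 4 far below the other samples.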

In order to identify central regulators of this sustained inflammation, we focused on early time point targets using the transcription factor gene network, which revealed *SPI1* (>48-fold change on day 3) to be one of the most connected nodes for the gene regulatory network (Figure 3C). *SPI1* is a transcription factor that controls the development of myeloid and B-lymphoid cells, which are shown to be involved in fibrosis and muscle atrophy in skeletal muscle (Wang et al., 2022). Furthermore, within the transcription factor-gene network, *SPI1* is closely related to *NCF4* and *CEBPA*, both of which have a role in macrophage activation and infection response (Lee et al., 2014). 

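Ncf4 (ENSMUSG00000071715, chromosome 15 from 78244801 to 78262580) had an FPKM of 0.236 ± 0.0969 without injury and 7.60 ± 3.02 at day 3, a log2 fold change of 2.73 (standard error 0.39, adjusted p = 9.35e-06), and day 7 replicate 5 lay far above the rest of its group. Cebpa (ENSMUSG00000034957, chromosome 7 from 35119293 to 35121928) rose from 1.58 ± 0.224 to 18.7 ± 7.75, a log2 fold change of 2.83 (standard error 0.32, adjusted p = 5.63e-07). By day 21 the log2 fold changes were 0.46 (adjusted p = 0.552) and 0.51 (adjusted p = 0.389), and Cebpa became a call with only the 2 groups compared in the fit.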

Interestingly, the transcription factor (red nodes) that regulated most of the genes in this inflammation cluster (black nodes) was *SP1* (>2.2 fold change on day 3, compared to day 0), which is consistent with what was observed with ECM-related clusters. Consequently, *SP1* could be a novel target for regulating inflammation after VML.

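Sp1 (ENSMUSG00000001280, chromosome 15 from 102406143 to 102436404) had an FPKM of 1.75 ± 0.251 (SD, n = 5) without injury, 2.31 ± 0.191 (SD, n = 5) at day 3 and 2.08 ± 0.399 (SD, n = 5) at day 21. This amounted to a log2 fold change of 0.27 (standard error 0.14, adjusted p = 0.128) at day 3 and 0.16 (standard error 0.14, adjusted p = 0.567) at day 21, and it was not called at any of the 4 time points. At day 3, 3 of the 5 samples were above every sample without injury. With FPKM rescaled to a common sum per sample the log2 fold change at day 3 was 0.98 and called. This scaling raised the median log2 fold change of all genes at day 3 to 0.62, so much of that value was shared by other genes. Sp1 was also called at day 3 with only the 2 groups compared in the fit.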

### Mitochondria function and oxidative metabolism show sustained downregulation after VML injury, with enrichment in oxidative phosphorylation and adipogenesis

In contrast to the gene clusters that showed upregulation patterns, two gene clusters with mitochondria function and oxidative metabolism identities were characterized by significant downregulation immediately after injury, followed by progressive increases in gene expression over time (Figures 4A,B). Notably, these two clusters consisted of approximately 400 genes with incomplete recovery, with >2.2-fold change downregulation on day 21, compared to pre-injury levels. These genes included 27 out of 40 subunits of *NDUF* proteins that are a part of NADH, a ubiquinone oxidoreductase core in the inner membrane of mitochondria (Figures 4A,B). 

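At day 21, 247 genes were called lower, and 32 of them were lower by more than 2.2-fold. Without regard to the adjusted p, 64 genes were lower by more than 2.2-fold, and 45 of these had been called lower at day 3. Of the 2899 genes called lower at day 3, 2652 (91.5%) still had a lower mean at day 21, and 224 were still called lower.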

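Genes with symbols starting with Nduf numbered 50 among the tested genes, of which the table annotates 46 as protein-coding, 3 as processed pseudogenes and 1 as a lncRNA. Assembly factors of NADH:ubiquinone oxidoreductase account for 8 of the symbols, and most of the other 42 are those of its subunits. At day 3, 46 of the 50 were called lower, 27 of them by more than 2.2-fold, against 2853 of the 14580 other tested genes (two-sided Fisher's exact test, p = 3.39e-28). Among the 46 protein-coding genes these counts were 43 and 24. At day 7, 38 of the 50 were called lower, at day 14 12 were, and at day 21 0 were, while 5 had an unadjusted p under 0.05. At day 21, 45 of the 50 had a lower mean, with a median log2 fold change of -0.26, and the family stayed lower in the median under every scaling, the least with FPKM rescaled to a common sum (-0.071, 32 of 50 lower). The mean over the family was lower by 0.25 at day 21, with all 5 samples below those without injury (exact permutation test, two-sided, p = 0.00794). The count at day 21 moved the most with only the 2 groups compared in each fit, to 5. Ndufa12 (ENSMUSG00000020022, chromosome 10 from 94198720 to 94221443) had a log2 fold change of -1.57 (standard error 0.45, adjusted p = 0.00688) at day 3 and -0.64 (standard error 0.45, adjusted p = 0.455) at day 21.

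**Figure D4:**
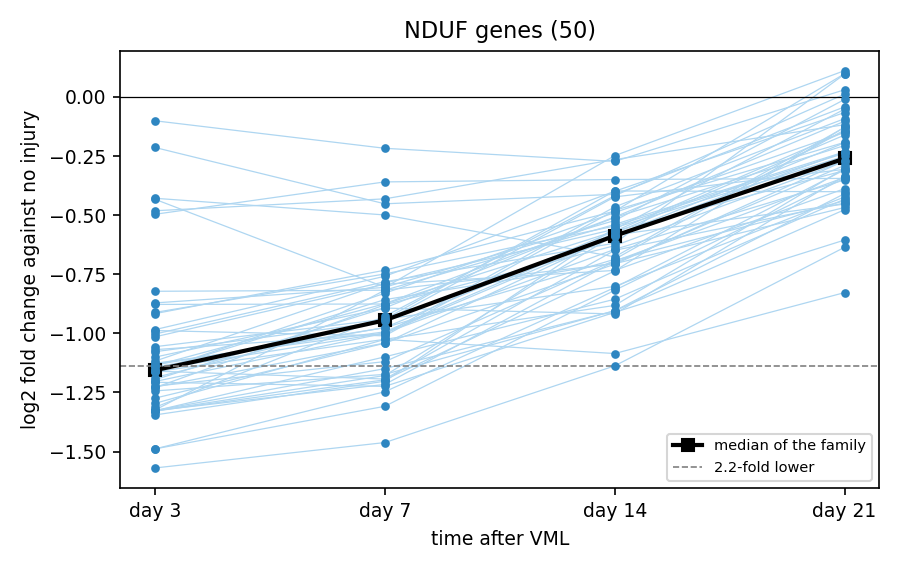
Log2 fold change of each of the 50 tested Nduf genes against the muscles without injury at each time point, one point per gene, with the median of the family as a black line. The median at day 21 is -0.26, and it stays below 0 under every scaling tried, the least with FPKM rescaled to a common sum (-0.071).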

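Bdh1 (ENSMUSG00000046598, chromosome 16 from 31422280 to 31458901), which encodes a dehydrogenase of ketone bodies, had an FPKM of 11.05 ± 4.47 (SD, n = 5) without injury and 2.52 ± 2.60 (SD, n = 5) at day 21. The log2 fold change of Bdh1 was -1.94 (standard error 0.36, adjusted p = 0.00432), with 4 of the 5 samples below every sample without injury. The table lists both Nmrk1 and Nmrk2, which encode nicotinamide riboside kinases. Nmrk2 (ENSMUSG00000004939, chromosome 10 from 81198170 to 81202051) fell from 210.2 ± 24.1 to 85.5 ± 25.2, a log2 fold change of -1.33 (standard error 0.28, adjusted p = 0.0118), and was no longer called with FPKM rescaled to a common sum. Nmrk1 (ENSMUSG00000037847, chromosome 19 from 18631950 to 18652194) had 0.18 (standard error 0.12, adjusted p = 0.413), with replicate 5 far above the other samples. Pfkfb3 (ENSMUSG00000026773, chromosome 2 from 11471433 to 11554077), which encodes a regulator of glycolysis, fell from 26.8 ± 7.83 to 7.93 ± 2.56, a log2 fold change of -1.65 (standard error 0.32, adjusted p = 0.00468), with replicate 3 far below the other samples, and was not called with FPKM rescaled to a common sum. Nmrk2 and Pfkfb3 were lower in all 5 samples of day 21 than in every sample without injury (exact permutation test, two-sided, p = 0.00794).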

The DEGs associated with specific metabolic markers were further validated by qPCR, namely, *BDH1* (ketone body metabolism, −2.8 log Fold Change at Day 21 post-VML), *NMRK* (energy metabolism, −2.4 logFC at Day 21 post-VML) and *PFKFB3* (regulating glycolysis, −2.7 logFC at Day 21 post-VML). Similar downregulation in mitochondrial or metabolism-related genes was observed using qPCR for *BDH1 and PFKFB3* (Figure 4C, **P < 0.01 and ****P < 0.0001).

**FIGURE 4:**
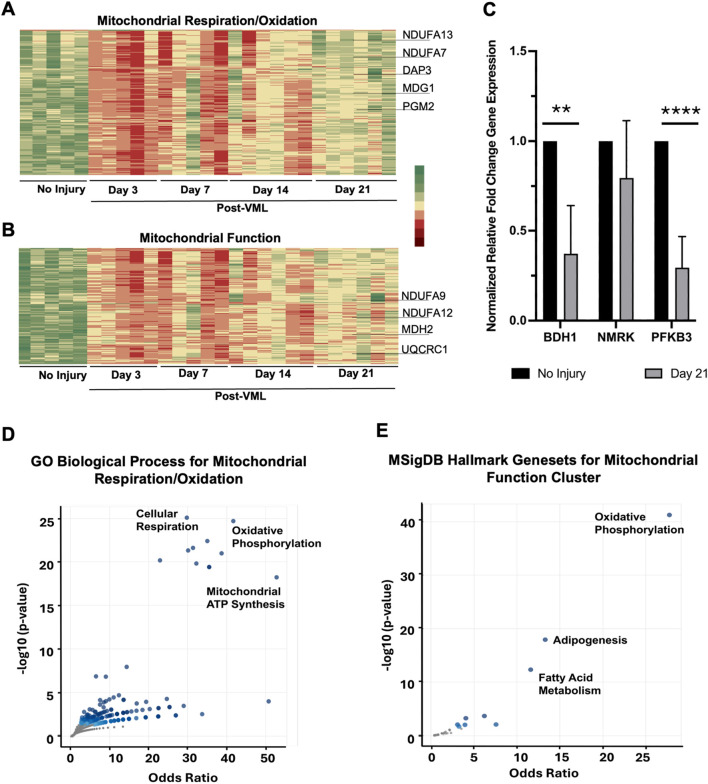
Mitochondria function and oxidative metabolism clusters showed downregulation after VML injury. **(A,B)** Heatmap of all genes belonging to the mitochondrial respiration/oxidation cluster **(A)** and mitochondrial function cluster **(B)**, respectively. **(C)** qPCR gene expression validation of differentially expressed genes showing significant downregulation after 21 days of VML, compared to no injury control group (*n* = 4–5, **P < 0.01, ****P < 0.0001). **(D,E)** Gene enrichment volcano plots of genes in the mitochondrial respiration/oxidation cluster **(D)** and mitochondrial function cluster **(E)**, respectively.

Gene set enrichment analysis of these two clusters revealed numerous mitochondrial function-related or cellular metabolism-related gene sets. 

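Of the 80 tested genes of respiratory electron transport in Reactome, 73 were called lower at day 3, 65 at day 7, 23 at day 14 and 0 at day 21. The set held 0 of the 26 sustained lower genes. Uqcrc1 (ENSMUSG00000025651, chromosome 9 from 108936633 to 108949623), a subunit gene of complex III, had a log2 fold change of -1.42 (standard error 0.23, adjusted p = 3.47e-05) at day 3 and -0.33 (standard error 0.23, adjusted p = 0.447) at day 21. Ndufa9 (ENSMUSG00000000399, chromosome 6 from 126821721 to 126849136) had -1.22 (standard error 0.23, adjusted p = 1.60e-04) and -0.44 (standard error 0.23, adjusted p = 0.287). Ndufa13 (ENSMUSG00000036199, chromosome 8 from 69894180 to 69902558) had -1.31 (standard error 0.36, adjusted p = 0.00468) and 0.012 (standard error 0.36, adjusted p = 0.994), a value that turned negative with the replicate letter as a block (-0.18).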

In particular, oxidative phosphorylation (P = 1.88 × 10^−25^) and cellular respiration (P = 7.2 × 10^−23^) were the most enriched gene sets for the mitochondrial respiration/oxidation cluster (Figure 4D). Among the DEGs, These enriched gene sets included multiple *NDUF* and *COX* genes. *COX* encodes enzymes that convert arachidonic acid to prostaglandins, which has been shown to upregulate muscle regeneration (Bondesen et al., 2004). 

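Nuclear genes with symbols of Cox followed by a digit, named for subunits and assembly factors of cytochrome c oxidase, numbered 26 among the tested genes, 25 of them protein-coding. At day 3, 14 were called lower and 3 higher (two-sided Fisher's exact test for the lower genes, p = 1.20e-04). At day 7, 12 were called lower, at day 14 5 were, and at day 21 0 were, while 1 had an unadjusted p under 0.05. At day 21, 18 of the 26 had a lower mean and the median log2 fold change was -0.10, which is -0.12 relative to the median of all genes. With FPKM rescaled to a common sum, and with the sample's own total of reads as denominator, an alternative chosen after seeing the data, the median turned positive (0.078 and 0.072) but stayed under that of all genes (by -0.068 and -0.045), which these scalings raised to 0.15 and 0.12. With quantile normalization it was 0.013 above that of all genes. The mean over the family was lower by 0.081 at day 21, which was not larger than the spread between samples (exact permutation test, two-sided, p = 0.444). The number called at day 21 stayed at 0 or 1 under every alternative.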

The sustained downregulation of the *COX* genes in the context of mitochondrial respiration suggests a role for cellular respiration in muscle regeneration.

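Mdh1 (ENSMUSG00000020321, chromosome 11 from 21556787 to 21572367) and Mdh2 (ENSMUSG00000019179, chromosome 5 from 135778480 to 135790398), the cytosolic and mitochondrial malate dehydrogenase genes, had log2 fold changes of -1.27 (standard error 0.30, adjusted p = 0.00128) and -1.22 (standard error 0.23, adjusted p = 1.48e-04) at day 3. At day 21 these were -0.46 (standard error 0.30, adjusted p = 0.409) and -0.54 (standard error 0.23, adjusted p = 0.184), and neither was called. Vegfb (ENSMUSG00000024962, chromosome 19 from 6982473 to 6987651) had an FPKM of 176 ± 55.5 without injury, 75.2 ± 21.4 at day 3 and 112 ± 18.3 at day 21, with log2 fold changes of -1.21 (standard error 0.26, adjusted p = 5.27e-04) and -0.61 (standard error 0.26, adjusted p = 0.183). Neither Mdh1, Mdh2 nor Vegfb was called at day 3 with FPKM rescaled to a common sum. The table lists 2 genes as Aldoa, between which the counting of reads was not examined. The first (ENSMUSG00000030695, chromosome 7 from 126795234 to 126800751) had an FPKM of 10426 ± 730.3 without injury and a log2 fold change of -1.30 (standard error 0.33, adjusted p = 0.00256) at day 3, which turned positive with quantile normalization (0.051), and -0.23 (standard error 0.33, adjusted p = 0.739) at day 21. The other (ENSMUSG00000114515, chromosome 7 from 126800790 to 126809108) had an FPKM of 36.2 ± 12.6 and log2 fold changes of -1.34 (standard error 0.57, adjusted p = 0.0595) and -2.26 (standard error 0.57, adjusted p = 0.0274).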

In the mitochondrial function gene cluster, oxidative phosphorylation was also found to be enriched (P = 2.9 × 10^−41^), including several versions of malate dehydrogenase (*MDH*) enzymes, along with adipogenesis genes (P = 3 × 10^−18^) such as *VEGFb* and *ALDOA*) (Figure 4E). Although not reported in the context of VML, a knockdown of *VEGFb* has been linked to adipose browning and a decrease in muscle growth via energy-dependent pathways in mice, signifying the importance of adipogenesis in muscle regeneration (Ling et al., 2022). In addition, fatty acid metabolism (P = 9.0 × 10^−13^) as characterized by *MLYCD,* along with glycolysis-related genes (P = 0.02), were enriched in the mitochondrial function temporal cluster, signifying an overall reduction of cellular metabolism in the muscle after VML injury (Li et al., 2021). 

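Mlycd (ENSMUSG00000074064, chromosome 8 from 119394878 to 119411102), which encodes malonyl-CoA decarboxylase, had an FPKM of 42.5 ± 4.45 (SD, n = 5) without injury, 14.6 ± 0.989 (SD, n = 5) at day 3 and 26.8 ± 3.19 (SD, n = 5) at day 21. On the log2 scale it changed by -1.47 (standard error 0.16, adjusted p = 4.49e-07) at day 3 and -0.65 (standard error 0.16, adjusted p = 0.0270) at day 21, no longer called at day 21 with quantile normalization or with FPKM rescaled to a common sum. Of the 78 tested genes of fatty acid, triacylglycerol, and ketone body metabolism, 34 were called lower and 15 higher at day 3, and 5 lower and 1 higher at day 21. Of the 26 tested genes of glycolysis, 11 were called lower and 8 higher at day 3, and 2 lower at day 21.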

In summary, a sustained decrease in cellular respiration, metabolism, and adipogenesis was regulated by mitochondrial machinery after VML induction.

In addition, we observed another temporal cluster with a notable downregulation pattern at earlier time points corresponding to muscle development (Supplementary Figures S1A–C). This cluster was characterized by immediate downregulation, with a gradual increase in gene expression after 7 days (Supplementary Figure S1B). 

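Myl1 (ENSMUSG00000061816, chromosome 1 from 66924295 to 66945404), a myosin light chain gene, had an FPKM of 8782 ± 755 (SD, n = 5) without injury, 3744 ± 2270.3 (SD, n = 5) at day 3 and 8849 ± 944 (SD, n = 5) at day 21. Its log2 fold change was -1.41 (standard error 0.37, adjusted p = 0.00341) at day 3, -0.69 (standard error 0.36, adjusted p = 0.143) at day 7, -0.098 (standard error 0.36, adjusted p = 0.873) at day 14 and 0.0089 (standard error 0.37, adjusted p = 0.996) at day 21, where its sign changed with the sample left out. The call at day 3 was lost with quantile normalization (-0.20). Ttn (ENSMUSG00000051747, chromosome 2 from 76703980 to 76982547), the titin gene, had log2 fold changes of -1.14 (standard error 0.25, adjusted p = 7.61e-04) at day 3, -0.71 (standard error 0.24, adjusted p = 0.0293) at day 7, -0.26 (standard error 0.24, adjusted p = 0.466) at day 14 and -0.15 (standard error 0.25, adjusted p = 0.781) at day 21. With FPKM rescaled to a common sum, Ttn was not called at day 3 and its value at day 21 turned positive (0.042).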

Some of the genes in this cluster consisted of cytoskeletal markers such as *MYL1* and *TTN* that are critical for proper muscle structure (Supplementary Figure S1A). This suggests that even though genes corresponding to structural components of the muscle do return to non-injury levels, the functionality of the regenerated muscle remains dysregulated as evident in the significant reduction in mitochondrial function and energy metabolism. This finding is consistent with VML inducing irreversible impairment in muscle function in preclinical VML models (Shayan and Huang, 2020; Clark et al., 2022; Hu et al., 2025).

### RAS pathway, mTOR pathway and neuromuscular genes

Besides the first two patterns of genes showing upregulation or downregulation patterns, we also observed clusters that demonstrated irregular gene expression patterns. In particular, the RAS/mTOR pathway and Neuromuscular junctions cluster were downregulated initially after injury but upregulated beyond pre-injury levels by 21 days after VML (Figures 5A–D). 

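Hras (ENSMUSG00000025499, chromosome 7 from 141189105 to 141194005) had an FPKM of 30.4 ± 4.24 (SD, n = 5) without injury, 25.6 ± 2.52 (SD, n = 5) at day 3 and 34.05 ± 6.98 (SD, n = 5) at day 21. The log2 fold change of Hras was -0.23 (standard error 0.18, adjusted p = 0.317) at day 3 and 0.14 (standard error 0.18, adjusted p = 0.707) at day 21. Lamtor2 (ENSMUSG00000028062, chromosome 3 from 88549819 to 88553074) had 57.8 ± 11.8, 45.3 ± 7.19 and 60.1 ± 6.86, with log2 fold changes of -0.34 (standard error 0.25, adjusted p = 0.292) and 0.072 (standard error 0.25, adjusted p = 0.903). Neither gene was called at any time point, and the differences were within the spread between samples. With FPKM rescaled to a common sum, which raised the median log2 fold change of all genes at day 3 to 0.62, both values at day 3 turned positive but stayed under that median (0.57 for Hras and 0.48 for Lamtor2), and Lamtor2 was then called. The value of Lamtor2 at day 21 turned negative with the replicate letter as a block (-0.073).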

In the RAS/mTOR pathway cluster, a marked increase in *HRAS* and *LAMTOR2* (both activators of MAPK and MTOR signaling) was observed, particularly on day 21 (Figure 5A). Since this pathway modulates metabolism in muscle, this upregulation pattern could be in response to defective mitochondrial function (Yoon, 2017). 

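Of the 19 tested genes of energy dependent regulation of mTOR by LKB1-AMPK in Reactome, 3 were called higher and 12 lower at day 3, and 1 higher and 2 lower at day 21. The median log2 fold change of the 19 genes was -0.44 at day 3 and -0.26 at day 21. None of them was among the sustained higher or sustained lower genes.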

Gene enrichment analysis also revealed significant enrichment of the RAS/mTOR pathway cluster to RAS pathway genes (P = 0.001) and Energy Dependent Regulation of mTOR (P = 0.003) in the Reactome database (Figure 5D). In addition, the cluster associated with neuromuscular junction genes showed marked upregulation only after 14 days (Figure 5B). In particular, this cluster included multiple subunits of cholinergic receptors, such as *CHRNA1*, *CHRNB1*, and *CHRND*. This gene cluster also had significant enrichment in gene sets such as Acetylcholine-Gated Channel Activity (P = 7.0 × 10^−05^) and Axon Guidance Receptor Activity (Figure 5C, P = 0.02). These findings were additionally verified by quantification of mRNA for *CHRNA1* and *SLN* (sarcolipin, calcium ion channel in muscles). 

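Chrna1 (ENSMUSG00000027107, chromosome 2 from 73563215 to 73580338) had an FPKM of 3.79 ± 0.811 without injury, 42.03 ± 17.1 at day 3, 46.7 ± 15.9 at day 14 and 34.96 ± 17.2 at day 21. Its log2 fold change was 3.04 (standard error 0.59, adjusted p = 2.03e-04) at day 3, 3.25 (standard error 0.56, adjusted p = 5.24e-04) at day 14 and 2.62 (standard error 0.59, adjusted p = 0.0146) at day 21. Chrnd (ENSMUSG00000026251, chromosome 1 from 87190607 to 87200070) had 2.32 (standard error 0.50, adjusted p = 6.07e-04), 3.04 (standard error 0.48, adjusted p = 2.52e-04) and 2.55 (standard error 0.50, adjusted p = 0.00559). For both genes, day 21 replicate 5 lay far below the other samples. Chrnb1 (ENSMUSG00000041189, chromosome 11 from 69784036 to 69795943) had an FPKM of 15.3 ± 3.06 without injury and 33.2 ± 4.92 at day 21. On the log2 scale the change was 0.49 (standard error 0.24, adjusted p = 0.105) at day 3, 0.78 (standard error 0.23, adjusted p = 0.0140) at day 7, 1.47 (standard error 0.23, adjusted p = 2.42e-04) at day 14 and 1.08 (standard error 0.24, adjusted p = 0.0146) at day 21. With FPKM rescaled to a common sum, Chrnb1 was called at day 3 (1.31), and neither Chrna1 nor Chrnb1 was called at day 21. With voom weights, chosen after seeing the data, Chrnd was not called at day 21 (adjusted p = 0.0786).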

Both *CHRNA1* and *SLN* were upregulated at 21 days after VML by 16 and 185-fold, respectively, compared to no VML control (Figure 5D). This finding suggests an association of defective muscle regeneration with impaired neuromuscular junction interactions.

**FIGURE 5:**
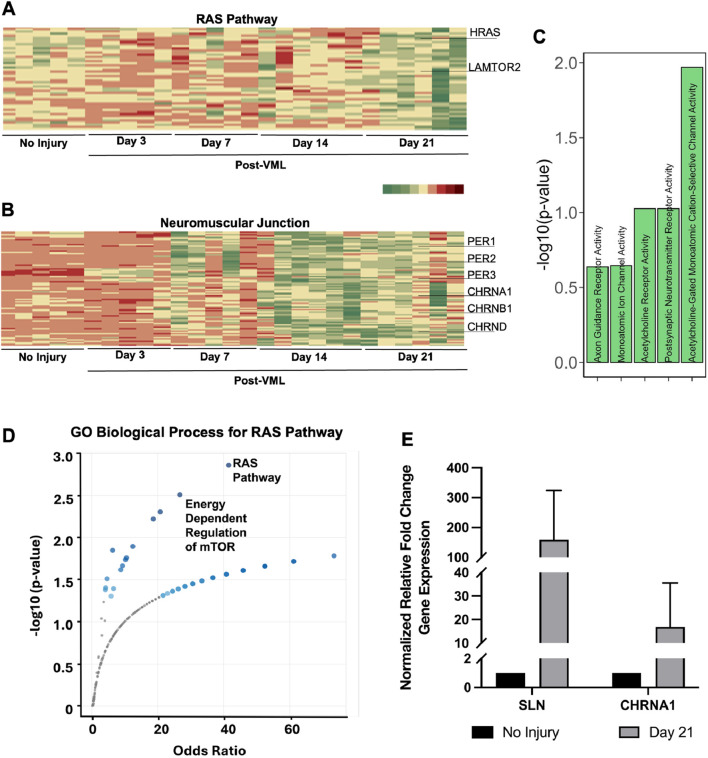
RAS pathway, mTOR pathway and neuromuscular genes show non-uniform gene expression temporal profiles. **(A,B)** Heatmap of all genes belonging to the RAS pathway cluster **(A)** and neuromuscular junction cluster **(B)**, respectively. **(C)** Gene enrichment bar plot of genes in neuromuscular junction cluster. **(D)** Gene enrichment volcano plots of genes in RAS Pathway cluster. **(E)** qPCR gene expression validation of differentially expressed genes showing trends of upregulation after 21 days of VML, compared to no injury control group (*n* = 4–5).

### Cytokine proteomics show sustained elevation of pro-inflammatory factors

To validate the findings of a sustained inflammatory transcriptomic signature, we performed a temporal proteomic analysis of 32 inflammation-related cytokines in muscle lysates at each time point. Among them, 24 cytokines demonstrated significant differences in protein levels and were categorized into clusters as well (P < 0.05). The first cluster was categorized as cytokines, with an increase in level by day 21. These cytokines consisted of those that regulate the inflammatory and repair phases of muscle regeneration (Figure 6A), including 6Ckine that recruits necessary immune cells (day 0 vs. day 14, ***P = 0.0008; day 0 vs. day 21, *P = 0.015); IL-3 that supports the proliferation of hematopoietic cells and influences immune cell function (day 0 vs. day 21, *P = 0.049), and IL-4 that promotes a tissue-repairing environment (day 0 vs. day 21, *P = 0.02) (Fujita et al., 2022; Podolska et al., 2024). These cytokines did not revert to pre-injury expression levels by day 21, suggesting the persistence of immunomodulatory signals to support tissue remodeling to the affected muscle tissue. The sustained elevated levels of these inflammatory cytokines suggest dysregulation in the tissue recovery process. We further analyzed the interactions among the proteins within this cluster (Figure 6B) that guide muscle healing processes. The key player identified in this protein cluster was interferon-γ (IFN-γ), whose upregulation stimulates a response from all other cluster cytokines and is essential for early pro-inflammatory response (Gordon and Taylor, 2005). 6Ckine levels are directly regulated by IFN- γ and IL-4, while being indirectly regulated by IL-3 through its enhancement of the hematopoietic response (de Bruin et al., 2014; Naradikian et al., 2016). Furthermore, IL-3 enhances the roles of MCP-1 and GM-CSF due to the immune cell recruitment inherent in its increased expression (Barnes, 2008; Zarei et al., 2009). Therefore, it is possible that the dysregulated cytokine expression levels prohibit effective participation in the inflammatory response to VML.

**FIGURE 6:**
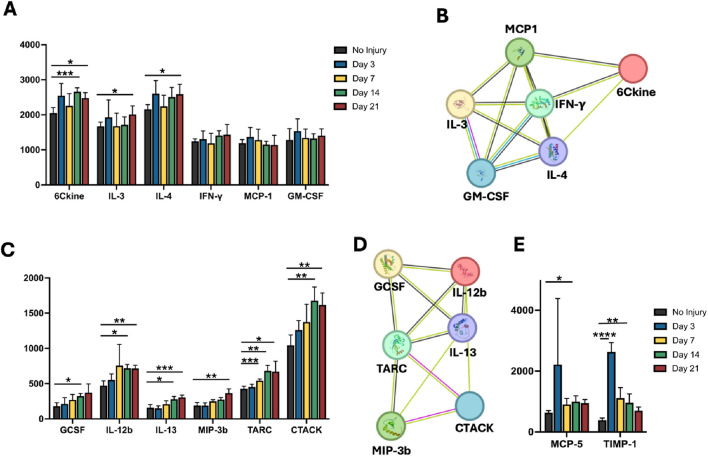
Validation of inflammatory transcriptomic signature using cytokine proteomics. Proteomic analysis of inflammation-related cytokines on muscle lysates at each time point. **(A)** The first cluster was categorized as cytokines that demonstrated a significant increase in level over time. These cytokines consisted of those that regulate the inflammatory and repair phases of muscle regeneration. **(B)**. Interactions among the proteins within cluster **(A)** that guide muscle healing processes. **(C)** Additional cytokines with persistent protein expression increases are associated with the management of inflammation, immune cell migration, and tissue repair. **(D)** The interactions detected in this protein cluster relate to immune cell recruitment, signaling, and macrophage activation. **(E)** Cytokines were identified to have a significant decrease after induction of VML. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Additional cytokines with statistically significant high protein expression over time were associated with the management of inflammation, immune cell migration, and tissue repair (Figure 6C, P < 0.0.05). In normal healing processes, the early inflammatory phase is driven by GCSF and IL-12B, while IL-13, MIP-3β, CTACK, and TARC help transition the response to a repair phase and ensure proper resolution of inflammation (Koh and DiPietro, 2011; Oishi and Manabe, 2018). The interactions detected in this protein cluster (Figure 6D) relate to immune cell recruitment, signaling, and macrophage activation. During muscle repair and remodeling processes, MIP-3β, TARK, and CTACK are modulated by IL-13 for Th2 and T cell recruitment to the injury site (Wu et al., 2022). IL-12B and IL-13 levels balance each other by promoting Th1 and Th2 responses, respectively. GCSF and IL-13 facilitate macrophage polarization (Wang et al., 2014; Atri et al., 2018). The protein interaction network suggests that the balance and timing of these interactions prohibit effective muscle regeneration in the setting of VML. Although less prevalent, two cytokines were identified to have a significant decrease in cytokine levels, including MCP-5, which regulates inflammatory responses through the attraction of immune cells, and TIMP-1, which interacts with T cells and facilitates Th2 phase for tissue repair (Knight et al., 2019; Kokubo et al., 2022; Lee and Kim, 2022) (Figure 6E). Together, this cytokine analysis demonstrates time-dependent changes in protein levels that may point to dysregulation of inflammatory processes that impede effective recovery after VML.

### VML transcriptional signature

Based on these findings, we further sought to identify a signature that characterizes the transcriptional signature of a non-healing muscle injury model like VML to that of a healing model of cardiotoxin-induced muscle injury. In particular, we compared the DEGs on day 21 between VML injury with that of cardiotoxin-induced muscle injury (Oprescu et al., 2020). Intriguingly, we identified a unique signature of VML-specific genes characterized by the greatest fold change in the unique DEGs (Figure 7). The unique VML signature was associated with the upregulation of *SLN* (Sarcolipin; thermogenic and metabolism regulator), *KRT8* (Keratin 8, cytoskeletal fibrotic marker), *KRT18* (Keratin 18; cytoskeletal fibrotic marker) and *RRAD* (Ras-related GTPase). 

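Sln (ENSMUSG00000042045, chromosome 9 from 53850164 to 53854560) had an FPKM of 1.83 ± 0.590 (SD, n = 5) without injury, 61.8 ± 43.6 (SD, n = 5) at day 3 and 331 ± 157 (SD, n = 5) at day 21. Expressed as a log2 fold change, this was 4.28 (standard error 1.12, adjusted p = 0.00327) at day 3 and 6.74 (standard error 1.12, adjusted p = 0.00287) at day 21. Krt8 (ENSMUSG00000049382, chromosome 15 from 101996698 to 102004482) had 0.0491 ± 0.0675 without injury, 4.80 ± 0.950 at day 3 and 41.1 ± 26.7 at day 21, with log2 fold changes of 2.45 (standard error 0.88, adjusted p = 0.0255) and 5.00 (standard error 0.88, adjusted p = 0.00360). Each sample without injury had at most 3 reads of Krt8, so the size of its changes is uncertain. Over the alternatives the log2 fold change of Krt8 was 2.23 to 6.92 at day 3 and 4.87 to 9.68 at day 21. Rrad (ENSMUSG00000031880, chromosome 8 from 104628070 to 104631327) had 2.02 ± 1.94 without injury, where replicate 3 was far above the other samples, and 60.5 ± 32.2 at day 21, a log2 fold change of 4.26 (standard error 0.74, adjusted p = 0.00360). All 5 samples of day 21 were above every sample without injury for each of these genes and for Krt18 (exact permutation test, two-sided, p = 0.00794). With voom weights, chosen after seeing the data, none of the 4 genes was called at day 21. By log2 fold change, Sln, Krt18, Krt8 and Rrad were the 4 largest increases among genes called at day 21 with all samples above those without injury. The cardiotoxin data that the paper compared were not analysed here.

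**Figure D5:**
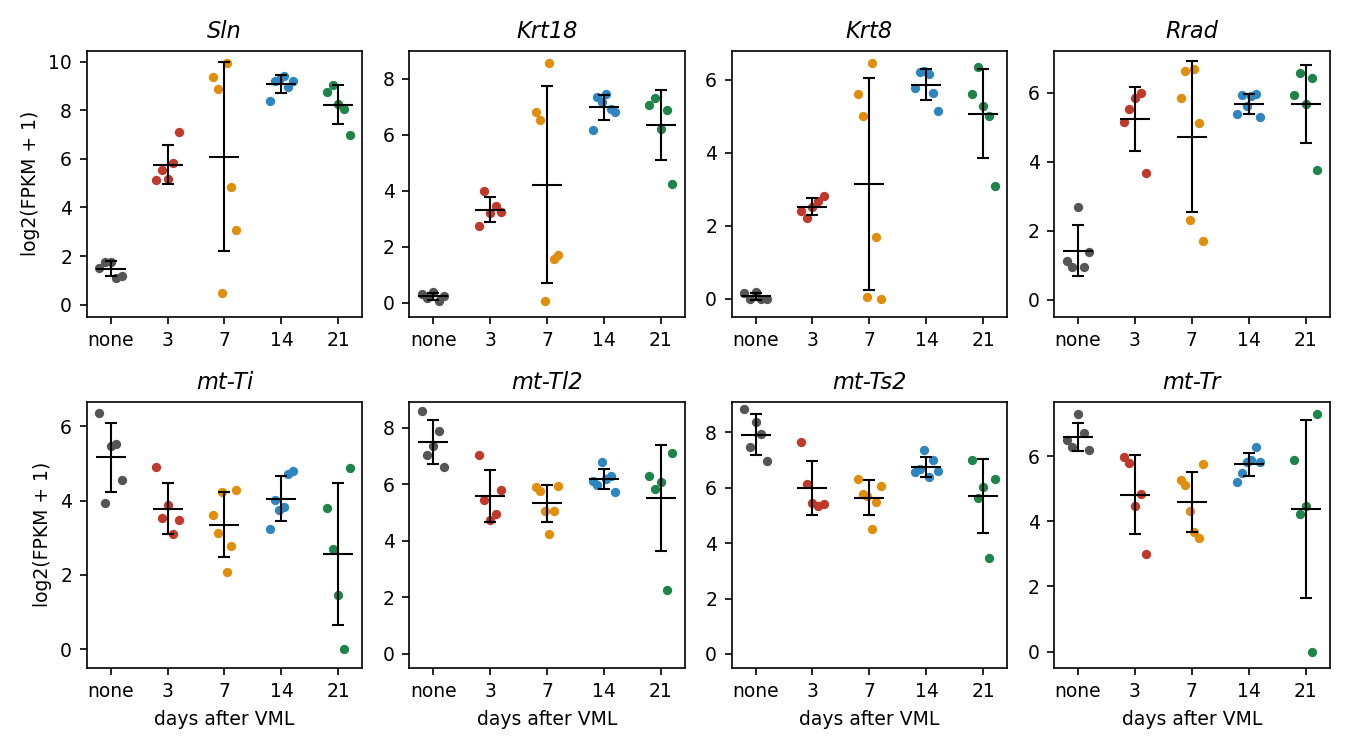
Log2(FPKM + 1) of the 8 genes of the signature, with one point per sample in each group and the mean ± SD of the group. At day 21, all 5 samples lie above every sample without injury for Sln, Krt8, Krt18 and Rrad.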

Concomitantly, the VML signature was also characterized by the downregulation of mitochondrial genes, namely, *MT-TI*, *MT-TI2*, *MT-TS2*, and *MT-TR*. These data suggest a unique signature associated with VML that is not associated with fully healing toxin injury models. 

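The tested genes included 20 mitochondrial tRNA genes, of which 10 were called lower at day 3, 11 at day 7, 2 at day 14 and 2 at day 21 (two-sided Fisher's exact test at day 21, p = 0.0442). At day 21, 7 had an unadjusted p under 0.05 and 18 had a lower mean, with a median log2 fold change of -0.97. The mean over the family was lower by 1.07 at day 21, with 4 of the 5 samples below every sample without injury (exact permutation test, two-sided, p = 0.0317). The number called at day 21 moved the most with sample quality weights, chosen after seeing the data, to 10. The genes called at day 21, chosen after their values were seen, were mt-Ti (ENSMUSG00000064342, mitochondrial position 3706 to 3774), with a log2 fold change of -2.60 (standard error 0.63, adjusted p = 0.0225), and mt-Ts2 (ENSMUSG00000064365, 11613 to 11671), with -2.23 (standard error 0.50, adjusted p = 0.0146). The table lists no gene as mt-Ti2 and lists mt-Tl2 (ENSMUSG00000064366, 11671 to 11741), which had -1.99 (standard error 0.60, adjusted p = 0.0619), with replicate 4 far below the other samples. For mt-Tr (ENSMUSG00000064361, 9808 to 9875) the value was -2.22 (standard error 0.81, adjusted p = 0.119). These genes are 59 to 71 bases long, and their median reads over the 27 samples were 17 for mt-Ti, 85 for mt-Tl2, 91 for mt-Ts2 and 55 for mt-Tr.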

To further explore this signature, we also compared our findings with a clinical dataset from hospitalized patients having severe skeletal muscle wasting patients (Llano-Diez et al., 2019). Similar findings were found where the VML signature was marked by upregulation of *SLN*, *KRT8*, *KRT18* and *RRAD*, concomitant with a significant downregulation in specific mitochondrial genes. Together, this analysis reveals unique gene expression signatures associated with VML, in contrast to healing muscle injuries or atrophic muscle.

**FIGURE 7:**
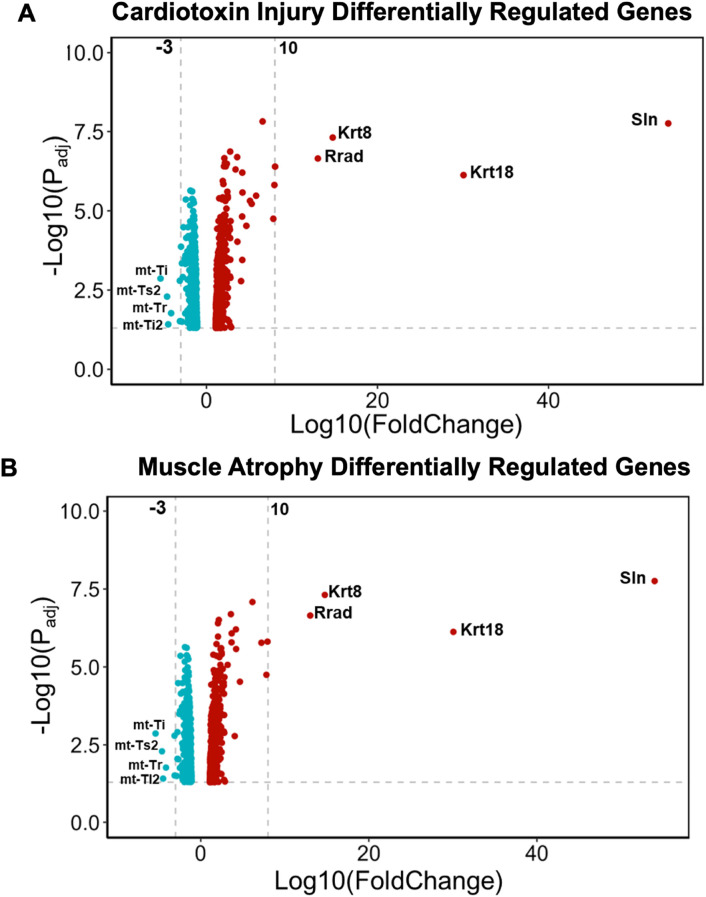
Characterization of a unique VML gene signature. **(A)** Volcano plot of uniquely differentially expressed genes in our VML transcriptomics dataset, compared to mouse cardiotoxin-induced muscle injury dataset. **(B)** Volcano plot of uniquely differentially expressed genes in our VML transcriptomics dataset compared to human muscle atrophy dataset.

## Discussion

This work elucidated the temporal transcriptional landscape of tissue remodeling after VML in a mouse model. Bulk RNAseq and time-series analysis were performed to identify temporal gene clusters based on temporal expression patterns reflecting sustained upregulation, sustained downregulation, or those with irregular expression patterns. The salient findings are that: (1) gene clusters with sustained upregulation were generally associated with ECM remodeling and inflammation, with strong cell cycle and *SP1* transcription factor gene network interactions; (2) gene clusters with sustained downregulation were associated with mitochondrial function and metabolism with enrichment in oxidative phosphorylation and adipogenesis; (3) by examining gene clusters with mixed regulation patterns, we identified a putative role of RAS/mTOR pathway in later stages of recovery, possibly as a compensatory mechanism due to the loss of mitochondrial function.

Complementary to transcriptomic profiling, cytokine profiling also revealed the dysregulation of inflammatory factors. The balance and timing of cytokine expression levels are essential for effective muscle regeneration. Since 6Ckine and IFN-γ are heavily involved in the initial inflammatory phase, these factors might act by recruiting M1 macrophages and T cells to clear tissue damage initially. However, the observed sustained upregulation of IFN-γ indicates a chronic inflammatory stage that contributes to fibrosis and eventual impairment of the regenerative process. These pro-inflammatory factors are counteracted by IL-13, TARC, and MIP-3β which potentially act to shift the environment to one that is repair-driven and anti-inflammatory.

Our findings concur with other reports of transcriptomic analysis after VML injury. In a VML canine model, the authors reported similar roles for collagen 1 and fibronectin in sustained fibrosis and a significant role in macrophage activation. Additionally, spatial transcriptomics of a VML injury model reported a fibrotic zone with similar ECM composition (*FN1, COL1A1, COL6A1,* AND *COL4A2, LAMA2*) and inflammatory markers (*CCR1, NCAM1*) (Larouche et al., 2023), as did our findings show. Other reports of VML injury transcriptomics up to 14 days after injury report similar findings regarding sustained fibrosis and inflammation despite an increase in myogenesis (Nuutila et al., 2017; Aguilar et al., 2018).

Despite some similarities in findings with prior literature, this study extends the fundamental understanding of VML pathological remodeling, using distinct temporal patterns to identify pathways that deviate from normal pre-injury levels. In particular, we showed mitochondrial dysregulation and decreased cellular respiration in the injured muscle, even after 21 days of injury. In addition, we also demonstrated a novel putative role of insufficient adipogenesis via *VEGFB* pathway, suggesting insufficient numbers of FAP (Fibro-adipo progenitor) cell activation that accompanies muscle regeneration (De Micheli et al., 2020). Owing to our non-biased approach in delineating these temporal patterns, we also sought to find key regulators of these temporal clusters using transcription factor-gene networks. Specifically, we found key regulators for sustained fibrosis and inflammation. One of the potential key targets identified from our analysis is the *SP1* transcription factor. *SP1* is linked to pro-fibrosis, an inflammation in many diseases such as muscular dystrophy and atherosclerosis (Vinals et al., 1997). In skeletal muscle, *MYOD1* (a muscle regeneration transcription factor) has been shown to downregulate *SP1*, which aligns with the hypothesis of targeting *SP1* for reducing fibrosis and inflammation, leading to better repair (Vinals et al., 1997). Another therapeutic target derived from our work is the mitochondria. The significant role of mitochondrial function and oxidative phosphorylation is impactful and paradigm-shifting for VML injury therapeutics. Drugs targeting the mitochondria can potentially treat muscular conditions of VML. Future work to delineate the role of *Sp1* or mitochondrial targets is warranted in the setting of VML.

A limitation of the current work is that it does not address concerns of potential compensatory hypertrophy in the context of VML. For example, one group reported that the extensor digitorum longus muscles of the surgically removed TA muscle was higher in muscle mass and cross-sectional, compared to the ipsilateral uninjured leg (Freeman et al., 1982). However, other studies were inconclusive in showing compensatory hypertrophy of other muscle groups (Wu et al., 2012). Therefore, studies to further understand the extent of compensatory hypertrophy as a consequence of VML requires further attention in the future.

In summary, the temporal kinetics of transcriptional and proteomic signatures were evaluated using time-series analysis in a mouse VML model. Our findings demonstrated dysregulated muscle transcriptional signatures with patterns of sustained upregulation, downregulation, or those with irregular patterns. Geneset enrichment analysis revealed dysregulated pathways associated with ECM remodeling, inflammation, mitochondrial function, and metabolism while identifying a potential role of *Sp1* transcription factor gene network interactions in mediating the process. These findings reveal the temporal kinetics of pathological tissue remodeling and can be applied toward the identification of novel gene targets that may augment muscle regeneration.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

How the deposited data were processed for this re-analysis (not part of the article)

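Total RNA of tibialis anterior muscles was sequenced in 27 samples, 5 from mice without injury and 5, 6, 6 and 5 from mice at 3, 7, 14 and 21 days after VML. Each sample's group and replicate number were read from its title, and a letter for the replicate from its description. The authors aligned the reads with Hisat, counted them per gene with FeatureCounts and deposited 1 table of FPKM with gene lengths and annotation for 54532 genes. The paper's methods describe libraries made by poly-T selection, sequenced by Novogene, and log transformed FPKM compared pairwise with limma. They say that FPKM was normalized without saying how, and give no pseudocount, filter on low values or fuzzifier.

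In each sample, the deposited FPKM times the gene length gave whole numbers of reads for 100% of the genes above 0. These reads totalled 15469920 to 21014569 per sample without injury (median 17830008), 14376395 to 19819115 at day 3 (18119098), 15382081 to 24436763 at day 7 (18762514), 14555887 to 19930123 at day 14 (16525448) and 14391736 to 18906879 at day 21 (16077884). The reads to which FPKM was scaled were 0.747 to 1.48 times these totals, with group means of 0.782 times without injury, 1.25 at day 3, 1.18 at day 7, 1.04 at day 14 and 0.897 at day 21. Denominators computed from the reads with a trimmed mean of log ratios differed from these by at most 3.01%. The precision of a gene depends on its reads, which are given in the text where they are few. Gene positions were checked against GENCODE M21 on GRCm38, in which 54409 of the genes were found, 98.3% with the same coordinates.

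FPKM was transformed to log2(FPKM + 1). The 14630 genes with an FPKM of at least 0.5 in at least 5 samples were fitted with limma 3.58.1 in R 4.3.3, with a mean per group, all 27 samples in one fit and a trend of the variance with the mean. Each time point was compared with the muscles without injury, and day 21 with day 3 for the named genes, with two-sided tests and Benjamini-Hochberg adjustment within each comparison at an adjusted p of 0.05. Sustained genes were called at day 3 and changed in the same direction by more than 2.2-fold at day 21, where they were called too. Single genes and family means were also compared with exact permutation tests of all divisions of the samples. Gene families (Nduf, Cox, collagen and mitochondrial tRNA) were read from symbols and tested with Fisher's exact tests. For over-representation, 12 Reactome sets were tested, with Entrez identifiers found for 38437 genes of the table.

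Genes called at 2 or more time points with more than 2.2-fold changes were clustered with fuzzy c-means (e1071 1.7.16) into 13 clusters, the best of 10 random starts with at most 300 iterations, with the fuzzifier set from the number of genes and samples. A membership of at least 0.5 counted as core. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9. Replicate blocks entered the fit as a term for each block.

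The genes named in the text follow a rule set before the values were seen. They are the genes the paper names, the genes of the cytokines on its protein panel, and the 5 genes with the largest increase and the 5 with the largest decrease at day 3 and at day 21 among genes called with all samples outside the range of the muscles without injury. Genes named outside this rule are marked in the text as chosen after their values were seen, come from lists of marker genes written before their test, or are named only for their relation to a result. The last include Comp, Eln and Mfap2 as members of a Reactome set, Lyz1 and Amd2 as paralogs, and Adamts2 as an overlapping gene. One of the 12 Reactome sets and 1 of the 7 genes of the list for denervation are not reported here, and this list was shortened to 6 genes after its tests had been made with 7. The 2 hypotheses tested with it were judged the same with 7 and with 6 genes.

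The fit was tested on simulated data in which 200 of 14630 genes were given a change at each time point. In these data each gene had the same spread in all groups, and genes varied independently. The real groups differed in spread, with an SD on the first principal component of 1.74 without injury and 36.3 at day 7. The simulation therefore cannot show how the fit behaves with unequal spread. Of these 86% were recovered at day 3, 86.5% at day 7, 87.5% at day 14 and 84% at day 21, with 12, 5, 10 and 13 false calls and 0 in the wrong direction. In simulated profiles of 3 shapes, the clustering into 3 clusters placed 450 of 450 genes with the others of their shape. A division into 13 clusters was not simulated.

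The alternatives changed 1 choice at a time. They were pseudocounts of 0.1 and 0.5, no filter on low values, an FPKM minimum of 1, quantile normalization, median-ratio scaling, FPKM rescaled to a common sum per sample (TPM), limma without the trend, the replicate number or the replicate letter as a block, only the 2 groups compared in each fit, the ratio of group means, and each sample left out in turn. For the clusters they were the pseudocount of 0.1, median-ratio scaling, other numbers of clusters, profiles of group means, all genes called at 2 or more time points and an early change of 0.5 SD. Added later were the sample's own total of reads as denominator, voom weights, sample quality weights, and the exchange of 2 sample labels.

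Gene Ontology terms, transcription factor networks, the comparison with cardiotoxin injury and with human muscle, protein arrays, qPCR, histology and function were not analysed here, since the table holds none of these data or the references they need. Raw reads were not analysed here, so strand, read quality and the mapping of reads shared by genes were not examined.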

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

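The tests of library depth, of a mislabelled sample, of unequal shares of tissue and of exchanging sample labels were chosen only after the results they bear on were seen.

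On the second principal component, day 3 replicate 5 lay far above the other samples of its group, with a gap to the nearest of them of 0.857 of the range of the group (Dixon's ratio, with a critical value of 0.71 for 5 samples). It also had the highest values of day 3 for Col4a2 (0.779) and Col24a1 (0.82) and the lowest for Myod1 (0.746). Day 7 replicate 5 had the highest values of day 7 for Ccr1 (0.725), Ccr2 (0.783), Nfam1 (0.64) and Ncf4 (0.642). Across the tested genes, day 3 replicate 5 lay 62.3 from the mean of the other samples of day 3 and 51.2 from that of day 7, while day 7 replicate 5 lay 82.1 from the other samples of day 7 and 40.9 from day 3. Among the 291 exchanges of a sample with one of another group, the exchange of these 2 samples changed the sum of squares within groups the most, by -11.002%, and 23 exchanges lowered it, with -5.84% for the next. After the exchange, 0 of the 8 genes and measures had any sample of the 2 groups past the critical value, where chance gives 0.8. For the 2 exchanged samples alone chance gives fewer, so this count of 0 adds little. From the distances and the sum of squares, exchanged labels are a candidate explanation, found and tested on the same data. A mouse with a faster or a slower response to injury was not tested and would look alike.

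The 6 samples of day 7 lay far apart on the first principal component, and 3 of them were nearest to another group. No relation of their position to library depth was detectable with 6 samples, with a Spearman rho of 0.486 between position and total reads (exact test, two-sided, p = 0.356), a Pearson r of 0.648 (exact p = 0.147) and a Pearson r of -0.592 once the 2 farthest samples were left out. A mislabelled sample remains possible, since there was 1 exchange of place between day 7 and another group. The means of a list of immune genes and of a list of myofibre genes were related with a rho of -0.886 (n = 6, exact test, two-sided, p = 0.0333, adjusted p = 0.0667 over the 2 relations), so different shares of infiltrated and intact tissue may account for part of the spread, although the relation fails the adjustment. Day 7 replicate 6 had the highest share of reads on mitochondrial genes, 28.4% against 7.94% to 13.7% in the other samples (0.718). Replicates 3 and 6 resembled muscles without injury in several genes. Replicate 3 was nearest to them, with an FPKM of 0.401 for Sln and 0.030 for Krt8 and a mean of 1.31 for a list of denervation genes (1.04 to 1.33 without injury). Replicate 6 was nearest to day 21, with 7.37 for Sln, 0 for Krt8 and a mean of 1.47. In the other 4 samples of day 7 Sln was at least 28.1 and Krt8 at least 2.23. Each exchange of replicate 3 or 6 with a sample without injury raised the sum of squares within groups, by 6.89% to 8.59%, while some of those with samples of later days lowered it. For replicate 6 the largest changes of this kind were -4.05% with day 14 replicate 1, -2.50% with day 14 replicate 2 and -1.96% with day 21 replicate 3, although the exchanges with day 14 replicate 6 (0.454%) and with day 21 replicates 4 (0.272%) and 5 (1.48%) raised it. For replicate 3 only those with day 14 replicates 1 (-0.93%) and 5 (-0.24%) lowered it, and the others with day 14 or day 21 raised it by 0.794% to 2.88%. A weaker injury in these mice or tissue from outside the injured part was not tested, and the design, in which these samples share a time point, offers no comparison for it.

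Single samples far from their group were also found for Rrad (0.75, replicate 3 highest) and Col6a1 (0.777, replicate 3 lowest) without injury. At day 21 they were found for Spi1 (0.845, replicate 4 lowest), mt-Tl2 (0.739, replicate 4 lowest), Slc11a1 (0.81, replicate 5 highest), Nmrk1 (0.753, replicate 5 highest) and Pfkfb3 (0.741, replicate 3 lowest). In all, 17 of 265 tests of a gene in a group and 2 of 40 tests of a sample measure were past the critical value, where chance gives 13.25 and 2. No explanation was tested for the genes of this paragraph, and their number alone gives no reason to expect one.

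Day 21 replicate 5 had the lowest values of day 21 for Chrna1 (0.887), Chrnd (0.877) and Myod1 (0.827). Its FPKM of Chrna1 was 4.94, against 37.1 to 47.2 in the other samples of day 21 and at most 5.11 without injury. The authors' normalization did not account for it, since 3 of the 3 genes stayed past the critical value with the sample's own total of reads as denominator. The mean of a denervation list (Chrng, Myog, Runx1, Gadd45a, Musk and Hdac4), which holds none of the 3 genes, was 2.36 in this sample, 3.29 to 3.70 in the others and 1.19 on average without injury, a difference of -1.20 from the mean of the others. A smaller share of denervated fibres in this sample may explain its low values, as a hypothesis from the same data. Its label exchanged with a muscle without injury does not account for them, since each of the 5 such exchanges raised the sum of squares within groups, by 5.53% to 6.06%. Exchanges with a sample of day 14, the group it was nearest to, changed it by -1.55% to 2.19%, so a label exchanged with day 14 is not excluded, but Chrna1 had an FPKM of at least 24.4 in every sample of day 14. A biological difference between mice was not tested for it.

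Among the genes that the paper's text names, Krt18, Krt8 and Col24a1 had a larger change from the muscles without injury at day 21 than at day 3 together with an adjusted p under 0.05 for day 21 against day 3. The log2 difference, day 21 minus day 3, was 3.01 for Krt18 (adjusted p = 0.0344, 5 of 5 samples of day 21 above every sample of day 3), 2.55 for Krt8 (adjusted p = 0.0334, 5 of 5) and 1.02 for Col24a1 (adjusted p = 0.00525, 3 of 5). Over 13 alternatives the adjusted p ranged from 7.65e-05 to 0.0992 for Krt18 and from 4.97e-05 to 0.124 for Krt8, with 8 past 0.05 for each, and from 3.45e-05 to 0.0364 for Col24a1, with 13 past it. With the sample's own total of reads as denominator, which tests the authors' normalization, 1 of the 3 genes (Col24a1) passed an adjusted p of 0.05. The differences were then 2.58 for Krt18 (adjusted p = 0.0679), 2.14 for Krt8 (adjusted p = 0.0749) and 0.85 for Col24a1, so by this test the normalization accounts for the smaller part of their size, while for Krt18 and Krt8 passing the threshold depends on it. Time after injury is the biological explanation that the design offers, and no test here separates it from other differences between the groups.

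Of the 20 genes with the largest changes among those with all samples outside the range of the muscles without injury (a separation by which they were chosen, so that it is no test of them, and which chance gives for 0.397% of unselected genes with 5 against 5), the paper does not name 14. At day 3 the higher ones were Spp1 (log2 fold change 6.31), Lgals3 (6.30), Ctss (6.26), Lyz2 (5.77) and Mymk (5.77). The lower ones were Amd1 (-3.23), B230312C02Rik (-2.87), Smox (-2.82), 2310065F04Rik (-2.61) and Gm12199 (-2.54). At day 21 they were Gm48395 (3.64), BC048679 (-1.84), 1700001O22Rik (-1.80) and Gm47708 (-1.58). Reads shared with an overlapping gene did not account for them, since 1 of the 14 overlaps a tested gene (Gm12199, with Adamts2) and 0 overlap a gene called in the same direction. Their median reads per sample were at least 22. The paralogs Lyz1 (1.40, adjusted p = 0.0108) and Amd2 (-0.95, adjusted p = 0.00127) moved at day 3 in the direction of Lyz2 and Amd1, and reads shared between paralogs were not tested. A response to injury is the explanation the design gives, and it was not tested apart from that.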

How the results depend on the processing

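No test of this part was chosen after its result was seen. The comparisons, the rule for named genes and the alternatives were set before the data were examined, except for 4 alternatives chosen after seeing the data: the sample's own total of reads as denominator, voom weights, sample quality weights, and the exchange of day 3 replicate 5 with day 7 replicate 5. The cause of each change below was not tested, beyond what a setting alters by its construction.

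Over the reported fit and 15 alternatives, the number of genes called was 5836 to 8251 at day 3, 2901 to 6582 at day 7, 2205 to 4324 at day 14 and 72 to 2471 at day 21. It was 3435 to 5941 for genes called at 2 or more time points. Of 190 log2 fold changes of 102 named genes at days 3 and 21, 96 kept their direction and their side of the threshold under all of these, and 21 changed direction under at least 1. The ratio of group means, which has no test, moved 69 of them by more than 1 SD. The clusters were computed for 8 settings only, the reported one among them, and those rising early numbered 5 to 8 and those falling early 4 to 7. The common sum, quantile normalization, blocks and weights were not among these settings.

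As many genes as at day 3 were called in 1 of 16 splits of the samples of day 3 and no injury that part as many same-numbered pairs, with 1421 in the next, and 1 of 16 splits is as few as this restriction can give, so the share cannot fall under 0.05 and decides nothing. For day 7 it was 2 of the 32 splits, with 4500 genes in the other, which exchanges all 5 same-numbered pairs, so that it nearly mirrors the real groups and says little about chance, and the share was 0.05 or more. For day 14 it was 1 of 32 splits (2341 in the next), and for day 21 it was 1 of 16 splits (1 gene in the next), with the same limit as at day 3. Other splits drawn, which part other numbers of pairs, numbered 84, 68, 68 and 84, and none had as many genes, with at most 1608, 3034, 2723 and 4. The numbers describe no known pairing, so the restriction has no known basis in these mice. Among 100 splits of all 27 samples, 1 had as many genes called at 2 or more time points (3340 in the next), 2 had as many over 2.2-fold (871 in the other), 2 had as many sustained higher genes (116) and 2 as many sustained lower genes (468).

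Several scalings moved the median log2 fold change of all genes, which was 0.012 at day 3 and 0.014 at day 21. FPKM rescaled to a common sum raised it to 0.62, 0.58, 0.36 and 0.15 at days 3, 7, 14 and 21, the sample's own total of reads to 0.40, 0.36, 0.25 and 0.12, and quantile normalization moved it to -0.12 at day 3. Of the genes called at day 3, 54.1% were higher, against 95.5% with the common sum, 91.4% with the own total and 42.6% with quantile normalization. At day 21 these shares were 50.8%, 88.9%, 79.7% and 52.04%, and 63.7% with a pseudocount of 0.1.

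With a pseudocount of 0.1, 1901 genes changed over 2.2-fold at 2 or more time points, 233 were sustained higher, 7 collagen genes were called at day 21, and Csf3r at day 21 turned to -0.0093. With a pseudocount of 0.5, 122 genes were sustained higher. Without the filter on low values, 247 genes were called at day 21 (234 of them among the 502) and 50 were sustained higher, with 1 collagen gene, 1 mitochondrial tRNA gene and 1 Reactome set. With an FPKM minimum of 1, the 2 mitochondrial tRNA genes called at day 21 were no longer more than other genes by Fisher's exact test.

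With quantile normalization, 294 genes were called at day 21 (274 among the 502), 0 of them collagen genes, and the log2 fold changes of Nfam1 (-0.060), Csf3r (-0.053) and Col12a1 (-0.050) at day 21 and of Aldoa at day 3 (0.051) changed sign. With the common sum, 6582 genes were called at day 7, 72 at day 21 (68 among the 502, and 1676 with an unadjusted p under 0.05) and 0 collagen genes, 2150 changed over 2.2-fold at 2 or more time points, and 49 were sustained higher and 4 lower. With the own total, 133 genes were called at day 21 (122 among the 502), 0 of them collagen genes, and 6 were sustained lower.

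The common sum turned the log2 fold changes at day 3 of Col24a1 (0.066), Nmrk1 (0.28), Hras (0.57), Lamtor2 (0.48), Lama2 (0.41), Dap3 (0.21), Per3 (0.48), Ccl21a (0.092) and Ccl27a (0.023) positive, and at day 21 those of Ttn (0.042), Lama2 (0.047) and Dap3 (0.048). The own total did so at day 3 for Col24a1 (0.026), Nmrk1 (0.13), Hras (0.41), Lamtor2 (0.32), Lama2 (0.23), Dap3 (0.056), Per3 (0.29) and Ccl21a (0.0016), and at day 21 for Ttn (0.041), Lama2 (0.040) and Dap3 (0.046).

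With the replicate number as a block, 795 genes were called at day 21 (490 among the 502), with 10 collagen genes and 5 Reactome sets. With the letter as a block, 1233 were (493 among the 502), 120 were sustained higher and 61 lower, and 3 NDUF, 1 COX, 12 collagen and 2 mitochondrial tRNA genes were called, the last no longer more than other genes. Ccr1 (0.022), Myl1 (-0.14), Lamtor2 (-0.073) and Ndufa13 (-0.18) changed sign at day 21. Samples with the same number were hardly alike once group means were removed, with a mean correlation of 0.0217 over 51 pairs against -0.0033 for other pairs (0.0296 over 49 pairs for the letter). The sample labels do not name the mouse, so the blocks describe no known pairing.

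With only the 2 groups compared in each fit, 1477 genes were called at day 21 (473 among the 502), 118 were sustained higher, and 5 NDUF, 1 COX, 14 collagen and 1 mitochondrial tRNA genes were called. The genes called numbered 7246 at day 3, 2901 at day 7 and 3748 at day 14. This setting keeps each log2 fold change and alters only the estimate of its spread. Calls at day 21 in the reported fit thus depend in part on the spread of the other groups. With voom weights, 282 genes were called at day 21 (271 among the 502), 1907 changed over 2.2-fold at 2 or more time points, and Il4 at day 21 turned to -0.089. With sample quality weights, 2471 genes were called at day 21 (all 502 among them), 135 were sustained higher and 48 lower, 2 NDUF, 1 COX, 13 collagen and 10 mitochondrial tRNA genes were called, and Ndufa13 at day 21 turned to -0.049. With the exchanged labels, 736 genes were called at day 21 (501 among the 502), and the 2 mitochondrial tRNA genes were no longer more than other genes (p = 0.0862 by Fisher's exact test).

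Single log2 fold changes moved across the threshold in other cases, weaker in 26 and stronger in 6 with the common sum, 14 and 6 with the own total, 9 and 1 with quantile normalization, 11 and 0 without the filter, and 1 and 29 with only the 2 groups compared. They were 12 and 4 with voom weights, 0 and 25 with sample quality weights, 1 and 4 with exchanged labels, 2 and 7 with a pseudocount of 0.1, 0 and 1 with one of 0.5, and 2 and 11 or 1 and 12 with the number or the letter as a block.

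Across the 27 fits that each left out 1 sample, 1895 to 3358 genes were called at day 14 and 190 to 707 at day 21, with 48 to 91 sustained higher and 19 to 38 sustained lower, and 0 to 7 collagen and 1 to 6 mitochondrial tRNA genes. The sign changed for Ccl21a (-0.38 to 0.15) and Per3 (-0.24 to 0.0080) at day 3, and at day 21 for Cdkn2c (-0.00050 to 0.17), Col12a1 (-0.024 to 0.12), Csf3r (-0.053 to 0.044), Il4 (-0.061 to 0.23), Lama2 (-0.13 to 0.045), Myl1 (-0.047 to 0.045), Ndufa13 (-0.094 to 0.12) and Nfam1 (-0.011 to 0.051). Of the named genes called at day 3, 1 of 81 lost its call in some fit, and of those called at day 21, 12 of 28 did. In all, 13 results became weaker and 13 stronger in some fit.

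Low depth limits the genes with few reads. The mitochondrial tRNA gene mt-Ti had 0 to 22 reads per sample at day 21 and a median of 35 without injury, and mt-Tr had 0 to 120 reads at day 21, so single reads move their fold changes.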

Differences from the paper's values

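The paper counts about 2500 genes differentially expressed at 2 or more time points. Here 4321 genes were, and of the alternatives set before the data were examined the absence of a filter on low values (3435) came within 1.5 times the paper's 2500, as did 6 of the 27 fits that each left out 1 sample (3515 at the lowest), while the others did not. With more than 2.2-fold changes at each of the time points counted, 798 genes remained against the paper's 2500, and a pseudocount of 0.1 (1901) and FPKM rescaled to a common sum (2150) came within that range, as did voom weights (1907), chosen after seeing the values, while the others did not. The paper describes 3 clusters with an early fall, against 5 here, and a pseudocount of 0.1 and a division into 10 clusters both gave 4. It describes 5 clusters with mixed patterns over time, against 1 here of neither kind, and none of the 7 alternatives closed the gap. The paper gives no threshold for its kinds of cluster. Here the kind rests only on the change of the centre by day 3, so the counts of clusters are not measured alike. The genes clustered also differ, although all 4321 genes in place of the 798 again gave 1 cluster of neither kind. The paper counts 74 genes of the Innate Immune System in its inflammation cluster, against 21 here in the cluster of Spi1, for which no alternatives were computed.

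In the fold changes that follow, a gap counts as closed where the value came within 1.5 times the paper's, even if it did not reach it. At day 3 the paper gives more than 14-fold for a cluster with Fn1 and Mmp14, and no value for either gene alone. Here Fn1 changed 7.93-fold, and its difference from the paper's 14 closed with a pseudocount of 0.1 (10.1), FPKM rescaled to a common sum (15.02) and the ratio of group means (10.2), and with the sample's own total of reads (11.6) and voom weights (10.3), both chosen after seeing the values, and not with the other alternatives. Mmp14 changed 5.70-fold here, against the same 14 in the paper, and of the alternatives the common sum (10.5) alone closed the gap. For Col1a1 at day 21 it gives 5.6-fold, against 2.70-fold here, and none of the alternatives set before the data were examined, or added, closed the gap. For Twist1 at day 3 it gives more than 3-fold, against 1.85-fold here. The alternatives that closed it were pseudocounts of 0.1 (2.34) and 0.5 (2.06), the common sum (3.26), the ratio of group means (2.27) and 1 of the 27 fits that each left out 1 sample (2.01), and also the own total (2.54) and voom weights (2.30), both chosen after seeing the values.

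For Spi1 at day 3 the paper gives more than 48-fold, against 12.7-fold here. The ratio of group means gave 37.2, and voom weights, chosen after seeing the values, gave 36.3, while the other alternatives did not close the gap. For the mean of Il3ra, Csf2ra and Sgpl1 at day 21 it gives 3-fold, against 1.76-fold here. Pseudocounts of 0.1 (2.39) and 0.5 (2.01), the common sum (2.13) and the ratio of group means (2.51) closed the gap, as did voom weights (2.50), chosen after seeing the values. For Sp1 at day 3 it gives more than 2.2-fold, against 1.20-fold here, and the common sum gave 1.97 and the own total, chosen after seeing the values, gave 1.63, while the others did not close the gap.

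The paper counts approximately 400 genes lower by more than 2.2-fold at day 21, against 32 here, and 27 NDUF genes among them, against 0 called lower here at day 21 (5 with an unadjusted p under 0.05). None of the alternatives set before the data were examined, or added, closed either gap. For Nmrk and Pfkfb3 at day 21 the paper gives a logFC of -2.4 and -2.7, without stating the base. Read as log2, these stand against -1.33 here for Nmrk2 and -1.65 here for Pfkfb3. With each sample left out the values here ranged from -1.46 to -1.21 and from -1.83 to -1.43. In this reading, under none of the alternatives did the difference from the paper fall within the SD between replicates. A reading of the paper's values as plain fold changes was not compared.

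The paper lists Fn1 and Timp2 among the genes still higher at day 21. They were not called here (log2 fold changes 0.93 and 0.50). Fn1 was called with a pseudocount of 0.1, with either replicate block and with only the 2 groups compared, as well as with voom and sample quality weights, chosen after seeing the values. Timp2 was called with only the 2 groups compared, and with sample quality weights, also chosen after seeing the values. The paper has Col4a2 and Col24a1 higher from day 14 to day 21. Neither was called here at either day (0.33 and 0.88 at day 21), but Col24a1 was at day 21 with either replicate block and in 4 of the 27 fits that each left out 1 sample, and with sample quality weights and exchanged labels, both chosen after seeing the values.

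Il3ra, Csf2ra and Sgpl1 remain elevated at day 21 in the paper and were not called here. All were called with only the 2 groups compared, Il3ra and Csf2ra also with a pseudocount of 0.1 and, chosen after seeing the values, with sample quality weights, and Csf2ra with the replicate letter as a block and, also chosen after seeing the values, with exchanged labels. Without day 7 replicate 5, Il3ra (adjusted p = 0.0469) and Csf2ra (adjusted p = 0.0441) were called as well. The paper names Arpc1b, Dbn1 and Spc25 at day 21. None was called here, but Arpc1b and Dbn1 were with only the 2 groups compared, and Dbn1 and Spc25 with sample quality weights, chosen after seeing the values. Sp1 was not called at day 3 (0.27), but was with the common sum and with only the 2 groups compared, and with the own total and sample quality weights, chosen after seeing the values. Hras and Lamtor2, which the paper has lower after injury and then higher, were not called at any time point, and Lamtor2 was called higher at day 3 with the common sum (0.48), which raised the median of all genes to 0.62.

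For the neuromuscular junction genes the paper gives a rapid rise in one place, a fall soon after injury with levels above those before injury by day 21 in another, and an increase only after day 14 elsewhere. Here Chrna1 (3.04) and Chrnd (2.32) were called higher at day 3. The paper has COX genes lower throughout, and none of the 26 was called lower here at day 21 (1 with an unadjusted p under 0.05). One was with the replicate letter as a block and with only the 2 groups compared, as well as with sample quality weights, chosen after seeing the values. The paper describes COX as the enzymes that make prostaglandins. In the table those are Ptgs1, which had a log2 fold change of -0.015 at day 21, and Ptgs2, which was below the filter on low values, while the Cox genes of respiration encode cytochrome c oxidase. The paper includes 2 more mitochondrial tRNA genes in its signature, which it labels MT-TI2, here read as mt-Tl2, and MT-TR. They were not called here (-1.99 and -2.22), but mt-Tl2 was with the replicate number as a block, and both were without day 21 replicate 5 (-2.38 and -2.96) and with sample quality weights, the latter chosen after seeing the values.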

Other observations

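The test of the mitochondrially encoded mRNA genes was chosen only after the result was seen.

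Per1, Per2 and Per3 were higher at day 21, with log2 fold changes of 1.26 (adjusted p = 0.0146), 1.63 (adjusted p = 0.00370) and 1.13 (adjusted p = 0.00867), each higher in 5 of 5 samples than in every sample without injury. The hypothesis tested was a different time of day of collection, from a list of 10 other clock genes. Of the 9 tested, 7 moved in the direction of a later phase, and 3 of these were called (Dbp 0.73, Ciart 0.70 and Arntl -0.96), while Nr1d1 was called in the opposite direction (-0.84). The sample labels give no time of collection, and the time after injury cannot be told apart from the time of day by this test.

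For the increase of Sln at day 21, the hypothesis of tissue from a slow muscle in the sample was tested with 6 slow-fibre genes. Of these 5 had a higher mean, but 1 was called (Atp2a2, 1.24, adjusted p = 0.0127, higher in 5 of 5 samples). Tnni1 (1.87, adjusted p = 0.0567) and Tnnt1 (1.79, adjusted p = 0.0550) were higher in 5 of 5 samples too but failed the adjustment. Fewer than most were called, but most were higher, so tissue from slow muscle is neither supported nor excluded, and no other explanation was tested for the change of Sln.

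For the increase of Chrna1, Chrnd and Ncam1 at day 21, the hypothesis of a loss of innervation of myofibres was tested with 6 other genes that respond to denervation. All 6 had a higher mean and 5 were called, namely Chrng (3.10, adjusted p = 0.00370), Myog (3.50, adjusted p = 0.0146), Runx1 (1.68, adjusted p = 0.0188), Gadd45a (2.98, adjusted p = 0.00959) and Hdac4 (0.94, adjusted p = 0.0483), each higher in 5 of 5 samples. Musk (0.53) was not called. Loss of innervation may thus explain part of the increase, but no test was set for the growth of new fibres, and the list cannot separate it from a loss of innervation. The developmental myosins Myh3 (1.38, adjusted p = 0.260) and Myh8 (1.75, adjusted p = 0.186) were also higher in 5 of 5 samples than in every sample without injury, although neither was called, so new fibres remain a possible explanation.

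The mitochondrial tRNA genes were lower at day 21 with a median log2 fold change of -0.97. The 13 mitochondrially encoded mRNA genes were lower as well, with a median of -0.49 (-1.31 to -0.28), and 0 of them were called (1 with an unadjusted p under 0.05), so a lower share of all mitochondrial transcripts could account for part of the change and cannot be told apart from it. The median reads per sample of the tRNA genes called were 17 and 91, so few reads on short genes remain a possible explanation too. How the poly-T selection named in the paper's methods acts on such RNA was not tested, nor was a biological explanation.

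Of the cytokines on the paper's protein panel, the mRNA of Ccl12 changed on the log2 scale by 2.71 (standard error 0.35, adjusted p = 2.79e-06) at day 3 and 0.44 (standard error 0.35, adjusted p = 0.518) at day 21, and that of Ccl2 by 3.02 (standard error 0.57, adjusted p = 1.68e-04) and 0.14 (standard error 0.57, adjusted p = 0.922). Ccl17, with at most 3 reads in each sample without injury, changed by 0.80 (standard error 0.25, adjusted p = 0.0121) and 0.42 (standard error 0.25, adjusted p = 0.369). With so few reads the size of its changes is uncertain, and over the alternatives it was 0.67 to 2.97 at day 3 and 0.37 to 1.59 at day 21. The genes Ccl21b, Il3, Ifng, Csf2, Csf3, Il12b, Il13 and Ccl19 were below the filter on low values.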
